# Transcriptomics and Network Pharmacology Reveal the Protective Effect of Chaiqin Chengqi Decoction on Obesity-Related Alcohol-Induced Acute Pancreatitis *via* Oxidative Stress and PI3K/Akt Signaling Pathway

**DOI:** 10.3389/fphar.2022.896523

**Published:** 2022-06-08

**Authors:** Xinmin Yang, Linbo Yao, Mei Yuan, Xiaoying Zhang, Monika A. Jakubowska, Pawel E. Ferdek, Lei Dai, Jingyu Yang, Tao Jin, Lihui Deng, Xianghui Fu, Dan Du, Tingting Liu, David N. Criddle, Robert Sutton, Wei Huang, Qing Xia

**Keywords:** Chaiqin chengqi decoction, obesity-related acute pancreatitis, pharmacology network analysis, transcriptomics, antioxidant protein response, PI3K/Akt pathway

## Abstract

Obesity-related acute pancreatitis (AP) is characterized by increasing prevalence worldwide and worse clinical outcomes compared to AP of other etiologies. Chaiqin chengqi decoction (CQCQD), a Chinese herbal formula, has long been used for the clinical management of AP but its therapeutic actions and the underlying mechanisms have not been fully elucidated. This study has investigated the pharmacological mechanisms of CQCQD in a novel mouse model of obesity-related alcohol-induced AP (OA-AP). The mouse OA-AP model was induced by a high-fat diet for 12 weeks and subsequently two intraperitoneal injections of ethanol, CQCQD was administered 2 h after the first injection of ethanol. The severity of OA-AP was assessed and correlated with changes in transcriptomic profiles and network pharmacology in the pancreatic and adipose tissues, and further docking analysis modeled the interactions between compounds of CQCQD and their key targets. The results showed that CQCQD significantly reduced pancreatic necrosis, alleviated systemic inflammation, and decreased the parameters associated with multi-organ dysfunction. Transcriptomics and network pharmacology analysis, as well as further experimental validation, have shown that CQCQD induced Nrf2/HO-1 antioxidant protein response and decreased Akt phosphorylation in the pancreatic and adipose tissues. *In vitro*, CQCQD protected freshly isolated pancreatic acinar cells from H_2_O_2_-elicited oxidative stress and necrotic cell death. The docking results of AKT1 and the active compounds related to AKT1 in CQCQD showed high binding affinity. In conclusion, CQCQD ameliorates the severity of OA-AP by activating of the antioxidant protein response and down-regulating of the PI3K/Akt signaling pathway in the pancreas and visceral adipose tissue.

## Introduction

Acute pancreatitis (AP) is an inflammatory disease of the pancreas (Mederos et al., 2021), which shows a steady rise in the global incidence over the last 50 years (Iannuzzi et al., 2021). The clinical manifestation of AP varies from asymptomatic/mild to severe cases characterized by extensive pancreatic necrosis, multi-organ failure, and significant mortality (Garg and Singh, 2019). The pathogenesis of AP is complex, and includes several factors, such as premature trypsinogen activation, dysregulated calcium signaling, oxidative/endoplasmic reticulum stress, impaired autophagy, and mitochondrial dysfunction (Gukovskaya et al., 2017; Lee and Papachristou, 2019). Despite the significant prevalence of the disease, currently, there is no internationally-approved pharmacological treatment against AP (Moggia et al., 2017). Therefore, alternative therapeutic strategies to improve the outcomes of AP patients are urgently needed.

Obesity has emerged as an alarming health problem, particularly in developed countries. Overweight bears the risk of cardiometabolic complications, diabetes, cancer, and other diseases (Collaborators et al., 2017; Bluher, 2019), which may cause young-age disability or even death. A growing body of evidence associates obesity with the prevalence (Aune et al., 2021) and severity of AP (Dobszai et al., 2019). The risk factors related to obesity include the formation of gallstones, diabetes, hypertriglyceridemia, and weight loss interventions, all of which may promote lipolysis of the visceral adipose tissue and free fatty acid-mediated lipotoxicity, thus worsening the clinical outcomes of AP (Khatua et al., 2017). Inhibition of pancreatic lipase has been shown to decrease free fatty acid release and the severity of the disease (Navina et al., 2011; de Oliveira et al., 2020). Since visceral fat is implicated in obesity-related AP, new therapeutic strategies centered on the abdominal adipose tissue are an important medical avenue to explore.

Chaiqin chengqi decoction (CQCQD), is a classical traditional Chinese medicine-based herbal formula (Liang et al., 2021). This medicine has been routinely used to treat AP patients for over 40 years in the West China Hospital (Chengdu, Sichuan Province, China), one of the largest pancreatic centers, where more than 2000 AP patients are treated by an integrated approach that combines traditional Chinese and Western medicine (Jin et al., 2020; Li et al., 2020). Treatment with CQCQD can improve the outcomes of AP patients of different etiologies. However, the exact pharmacological mechanism still remains to be elucidated. In a mouse model of AP, our group has recently shown that CQCQD suppresses pancreatic inflammation, reduces acinar cell necrosis and systemic injury *via* modulation of the substance P/neurokinin-1 receptor (Han et al., 2021) and Toll-like four receptor/inflammasome (Wen et al., 2020) signaling pathways.

In the present study, we have investigated the pharmacological mechanisms of CQCQD in a newly established mouse model representing obesity and acute alcohol intake synergistically causes AP (Yang et al., 2022). By integrating the transcriptomic data from the pancreatic and adipose tissues, network pharmacology was constructed to identify the potential protein targets of CQCQD. Subsequently, key molecular mechanisms were validated *in vivo* and *in vitro*. Finally, the interactive activities between CQCQD components and the key target proteins were proposed as a result of docking analysis.

## Materials and Methods

### Ethics and Animals

Male C57BL/6J mice were purchased from Beijing Huafukang Bioscience Co., Ltd (Beijing, China). Animals were maintained at 22 ± 2°C with a 12 h light-dark cycle. Mice received standard laboratory chow, and water was freely accessible throughout the experiment procedures. All animal experiments were approved by the Animal Ethics Committee of the West China Hospital, Sichuan University (20211086A).

### Materials and Reagents

Chow diet (CD; 10 kcal % fat, H10010) and high-fat diet (HFD; 60 kcal % fat, H10060) were from Beijing Huafukang Bioscience Co., Ltd. Ethanol (Sigma-Aldrich) was dissolved in sterile saline at 37.5% concentration (v/v) before use. Substrate for myeloperoxidase (MPO) activity 3,3,5,5-tetramethylbenzidine was from Sigma-Aldrich. Interleukin (IL)-6 enzyme-linked immunosorbent assay was from R&D Systems (Shanghai, China). Propidium iodide (PI), hoechest 33,342, and CM-H2DCFDA were from Thermo Fisher Scientific (Shanghai). Hydrogen peroxide (H_2_O_2_) was from Sinopharm Chemical Reagent Co., Ltd (Shanghai). Anti-nuclear factor erythroid 2-related factor 2 (Nrf2) antibody and anti-heme oxygenase-1 (HO-1) antibody were from Abcam (Shanghai), Akt Rabbit mAb and phosphor-Akt Rabbit mAb were from CST (Shanghai), anti-β-actin antibody was from Proteintech (Shanghai). All other reagents were purchased from Sigma-Aldrich (Shanghai) if not stated otherwise.

### CQCQD Preparation

The raw materia medica of CQCQD was resourced from Sichuan Hospital of Traditional Chinese Medicine (Chengdu, Sichuan, China). CQCQD formula consisted of *Rheum palmatum* L (Da Huang in Chinese, 20 g), Na_2_SO_4_.10H_2_O (Mang Xiao, 20 g), *Magnolia officinalis* Rehd. et Wils (Hou Pu, 15 g), *Citrus aurantium* L (Zhi Shi, 15 g), *Bupleurum marginatum* Wall. ex DC (Chai Hu, 15 g), *Scutellaria baicalensis* Georgi (Huang Qin, 15 g), *Artemisia capillaris* Thunb (Yin Chen, 15 g), and *Gardenia jasminoides Ellis* (Zhi Zi, 20 g). The extraction process and the quality control of CQCQD (D8) has been evaluated by Ultra high-performance liquid chromatography (UHPLC) fingerprinting in our recent publication (Liang et al., 2021) (Supplementary Figures S1A,B).

### AP Model Induction and Treatment

Mice of 4–5 weeks old were randomly assigned into CD and HFD groups, fed with normal chow or high-fat diet for 12 weeks, respectively. Then, ethanol (EtOH) at a dose of 2 g/kg was administered by two intraperitoneal injections 1 h apart, a slight modification of previous ethanol treatment regimens (Huang et al., 2014; Maleth et al., 2015; Wang et al., 2016). The acute EtOH administration in obese mice aimed to establish an obesity-related and alcohol-induced AP (OA-AP) model (Yang et al., 2022), which mimics a clinical scenario, whereby alcoholism increases the risk of developing AP in obese people (Lai et al., 2011). Control lean mice received equal volumes of saline injections. We have previously shown that EtOH alone at this range of doses only caused mild pancreatic edema in lean mice without discernible neutrophil infiltration and acinar cell necrosis (Huang et al., 2014). Therefore, we did not employ this group of control mice for the subsequent experiments.

Regarding the dose of CQCQD, it has been demonstrated in our recently published study that the single clinically-equivalent dose of CQCQD (5.5 g/kg) 3 times is more effective than other doses (Liang et al., 2021; Huang et al., 2022). Therefore, in the treatment group, obese mice were given oral gavage of CQCQD (5.5 g/kg) 3 times every 2 h, starting 2 h after the first EtOH injection. Animals were sacrificed 12 h after the first EtOH/saline injection, and the blood and relevant organs were collected for downstream analyses.

### AP Severity Assessment

AP severity assessment including pancreatic histopathology (see detailed scoring system in Supplementary Figure S2), pancreatic and lung MPO activities, and serum IL-6 was described in detail in our previous studies (Huang et al., 2014; Huang et al., 2017; Wen et al., 2020; Han et al., 2021). Serum biochemical indices including urea, creatinine, alanine aminotransferase (ALT), aspartate aminotransferase (AST), lactate dehydrogenase (LDH), and ionized Ca^2+^ were determined using an automatic biochemical analyzer (Roche Cobas 8,000; Shanghai).

### Transcriptome Analysis

Total RNA was isolated from the pancreas and epididymal adipose tissue using Trizol reagent. RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies, Santa Clara, CA). Then, sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

For RNA-seq data analysis, raw data were filtered and adapters were cut using Trim galore software (0.6.6) and quality control was performed using fastp (0.20.1). Then clean reads were mapped to the GRCm38 mouse reference genome using the Star program (2.7.4a). Finally, the featureCounts (2.0.1) software was used to quantify reads. The difference analysis was carried out using the DEseq2 (1.30.0) package in R (4.0.1), and the statistical significance of differentially expressed genes (DEGs) was assessed by the adjusted P cutoff value of 0.05 and fold change cutoff value of 1.5. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of DEGs was conducted using clusterProfiler (3.18.1).

### Immunohistochemistry and Western Blot

Methods for immunohistochemical staining and Western blotting can be found in our previous studies (Wen et al., 2020; Han et al., 2021).

### Network Pharmacology Analysis

A total of 22 Q-markers (synephrine, geniposidic acid, salidroside, coniferin, syringin, geniposide, rutin, narintin, naringin, hesperidin, sennoside A, baicalin, wogonoside, physcion, aloe emodin, bacalein, sinensetin, chrysin, rhein, honokiol, magnolol, and emodin) were identified in our recent study (Liang et al., 2021) and the concentration of each component is presented in the Supplementary Table S1. For each compound, putative targets were acquired from three databases: STITCH (Search Tool for Interactions of Chemicals, http://stitch.embl.de/), ETCM (http://www.tcmip.cn/ETCM/), and STP (SwissTargetPrediction, http://www.swisstargetpred iction.ch). Targets obtained from the three databases were then combined and de-duplicated to obtain the final CQCQD targets. For disease target identification, OA-AP associated targets were obtained based on the transcriptome analysis. Genes related to AP were retrieved and integrated from four databases: GeneCards (https://www.genecards.org/), DisGeNET (https://www.disgenet.org/), OMIM (Online Mendelian Inheritance in Man, https://omim.org/), MalaCards (https://www.malacards.org/).

Network construction and functional enrichment analysis: CQCQD targets were further merged with OA-AP targets, and the overlapping targets identified as CQCQD-regulated OA-AP targets. Cytoscape (3.7.1, https://www.cytoscape.org/) was used to establish the “compound-target” network. In addition, the protein-protein interaction (PPI) network of overlapping targets was constructed by STRING database (https://string-db.org/), and then also visualized with Cytoscape. Functional enrichment analysis of overlapping targets, including GO and KEGG pathway enrichment analysis, was conducted by clusterProfiler (3.18.1) and R (4.0.3). *p* < 0.05 was considered statistically significant.

### Acinar Cell Isolation, Treatment, and Cell Injury Assessment

Mouse pancreatic acinar cells were freshly isolated using a collagenase IV digestion procedure as previously described (Huang et al., 2014; Huang et al., 2017). Cells were pre-treated with CQCQD (5 mg/ml) (Wen et al., 2020) for 30 min, followed by co-incubation with H_2_O_2_ (1 mM) or solvent control for another 30 min with gentle shaking (50 rpm) at room temperature. Reactive oxygen species (ROS; H2-DCFDA, 10 μM) and necrotic cell death (PI, 1 μM) were measured using a plate reader (BMG CLARIOstar; Offenburg, Germany) as previously described (Du et al., 2018; Zhang et al., 2018).

### Molecular Docking Studies

Molecular docking is a theoretical simulation method that models the interactions between compounds and proteins to predict the binding mode and affinity. Molecular docking studies were performed in AutoDock (4.2) and mgltools (1.5.6). The human AKT1 (P31749) protein structure was obtained from the alpha fold protein structure database (https://alphafold.ebi.ac.uk/). All small molecular structures were obtained from the TCMSP (Traditional Chinese Medicine Database and Analysis Platform, https://tcmsp-e.com/) in the corresponding mol2 file. During the pre-docking process, all the polar hydrogen atoms were added, and the water molecules were removed. Each molecule was docked with the protein for 50 times, and the lowest binding energy was selected to display the result at least once. The docking score was expressed as the binding energy. Lower binding energy reflects stronger interaction between the compound and protein. Finally, PyMOL software (2.4.1) was used to visualize the docking results. The python environment on which the above software depends is Python (3.7.4).

### Statistical Analysis

All data are presented as means ± SEM. Statistical analysis was carried out using GraphPad Prism 8.4.1. For two-group comparisons, mean differences were analyzed by a two-tailed Student’s *t-*test. For multi-group comparisons, mean differences were analyzed by one-way ANOVA with a Tukey’s multiple comparison post-hoc test. *p* values <0.05 were considered significant.

## Results

### CQCQD Reduces Pancreatitis Indices in OA-AP and Multi-Organ Dysfunction

The experimental pipeline of the OA-AP model and administration of CQCQD is shown in Figure 1A. Compared to the control mice, mice from the OA-AP group developed features of pancreatic injury (separated acinar lobules, intra-parenchymal neutrophil infiltration, and patchy acinar cell necrosis; Figure 1B), which was reflected by markedly increased corresponding histopathological scores (Figure 1C), the elevation of serum amylase and lipase levels (Figure 1D) as well as pancreatic MPO (Figure 1E). The OA-AP model was also associated with dramatically raised parameters of multiple organ dysfunction in the lung (Figure 1F), liver (Figure 1G), and kidney (Figure 1H); as well as deranged general severity indices (Figure 1I) including IL-6, LDH, and ionized calcium. Administration of CQCQD significantly ameliorated pancreatic injury (Figures 1B–E) and multi-organ dysfunction (Figures 1F–H) as well as normalized general severity indices (Figure 1I).

**FIGURE 1:**
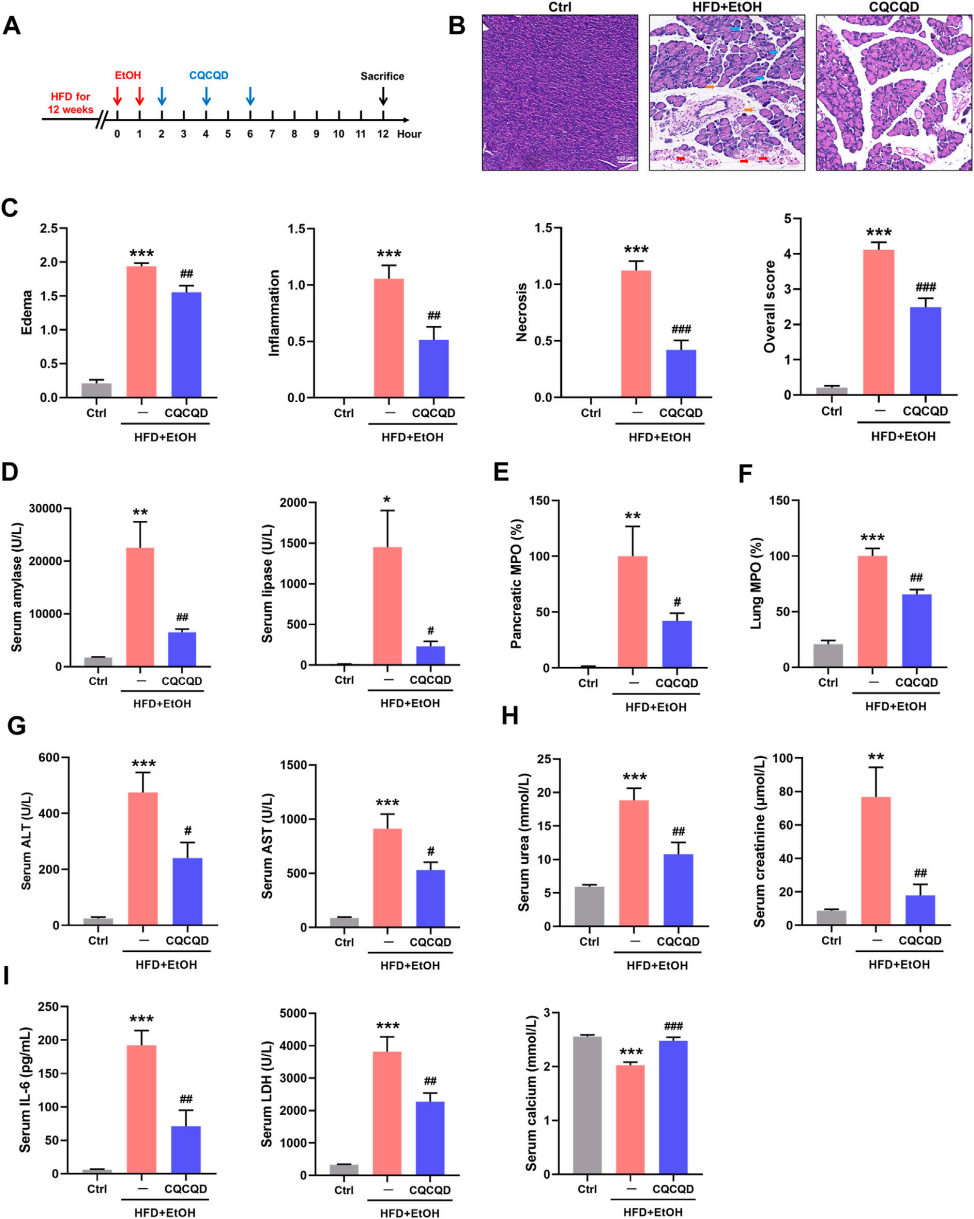
CQCQD ameliorates the severity of OA-AP in a mouse model. **(A)** Experimental protocol of this study. **(B)** Representative H&E images of pancreatic sections (blue arrows indicate edema, orange arrows indicate inflammation, and red arrows indicate necrosis). **(C)** Pancreatic histopathology scores (edema, inflammatory infiltration, acinar cell necrosis, and the overall score). **(D)** Levels of serum amylase and lipase. **(E)** Pancreatic myeloperoxidase (MPO). **(F)** Lung MPO. **(G)** Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST). **(H)** Serum urea and creatinine levels. **(I)** Serum interleukin-6 (IL-6), lactate dehydrogenase (LDH), and ionized calcium. All data are presented as means ± SEM of 6–10 animals per group. Ctrl vs. OA-AP: *p < 0.05, **p < 0.01, ***p < 0.001; OA-AP vs. OA-AP + CQCQD: ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001.

These data collectively show that CQCQD was protective against OA-AP, manifested as a reduction in pancreatic necrosis and protection against multi-organ dysfunction.

### Transcriptome Analysis Reveals the Signaling Pathways Involved in the OA-AP Pathogenesis

We next carried out the transcriptome analysis in the pancreatic tissue to understand the molecular mechanisms underlying pancreatic injury during OA-AP progression. 

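Pancreatic RNA was sequenced from 2 control mice and 3 OA-AP mice, all male C57BL/6J. Control mice ate a diet with 10 kcal% fat and OA-AP mice a diet with 60 kcal% fat for 12 weeks. Each mouse then received 2 intraperitoneal injections 1 h apart, of saline in the control group and of ethanol at 2 g/kg in the OA-AP group, and tissue was collected 12 h after the first. Diet, ethanol and pancreatitis thus differ together between the groups, and no mouse treated with CQCQD is among the samples analysed here. The authors trimmed the paired-end reads with Trim Galore, checked them with fastp, mapped them to the GRCm38 mouse genome with STAR and counted them per gene with featureCounts. They deposited these counts without normalization. The control libraries held 14716716 and 14380578 counts on genes, and the OA-AP libraries held 14465769, 14188832 and 17238919. The 10 most abundant genes took 56.6% and 58.2% of the counts in the control libraries and 43.5% to 47.7% in the OA-AP libraries. A list of 47 acinar secretory genes, most of them digestive enzymes, made up 82.3% ± 1.08 (SD, n = 2) of the control counts and 68.7% ± 1.35 (SD, n = 3) of the OA-AP counts. These shares did not overlap between the groups, and 0.1 is the smallest p that an exact permutation test of 2 samples against 3 can give. Library sizes were scaled with edgeR's TMM factors, which were 0.79 and 0.70 in the control libraries and 1.32, 1.23 and 1.11 in the OA-AP libraries. Normalized expression is given as CPM, counts scaled to a common library total with these factors. The median log2 fold change of all tested genes rose by 0.71 with library totals alone in place of TMM. The filterByExpr filter on low counts kept 12884 of the 23572 genes with a count, and these were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A DEG had an adjusted p-value under 0.05 and a fold change of at least 1.5, the thresholds of the paper. The common biological coefficient of variation was 0.214. In counts simulated for 12710 genes from these libraries with 200 genes changed, the test found 166 of the 200 and made 6 false calls among 172. All simulated changes were more than 2-fold, every gene had the same spread, and far fewer genes changed than were called here. The simulation thus does not give the share of real changes found or of false calls in these data.

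**Figure D1:**
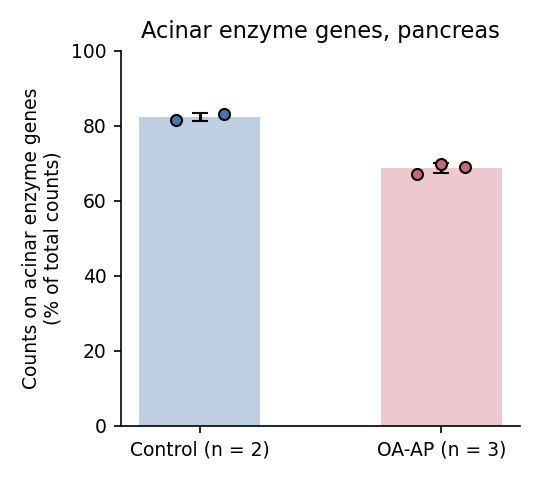
Share of the counts taken by the acinar list in each pancreas library, in percent of all counts, by group. Points are libraries, bars are group means and error bars are the SD. The control libraries sit at 81.5% and 83.0% and the OA-AP libraries between 67.2% and 69.8%.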

Compared to the control group (lean mice that received only saline injections), OA-AP induced different expressions of a total of 4,171 genes (DEGs) in the pancreas; of these DEGs, 2,114 were upregulated and 2057 were downregulated (Figures 2A,B and Supplementary Table S2). 

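The quasi-likelihood test called 3834 DEGs in the pancreas, of which 2090 were upregulated and 1744 downregulated. An unadjusted p-value under 0.05 was found for 5775 genes and an adjusted one for 4251. The scaling moved these counts most, since 6349 DEGs were called with library totals alone and 92.0% of them were upregulated, against 54.5% with TMM. Of the 1985 genes in the part of the paper's Supplementary Table S2 that could be read, 1876 were DEGs here, all of these in the paper's direction. The largest changes were taken from DEGs without overlap between the groups, which chance gives for 20% of genes with 2 samples against 3. Among such DEGs with a mean log2 CPM of at least 3, the 5 largest increases were in genes with at most 3 counts in both control libraries, so their folds are lower bounds against 3 counts. 4930539E08Rik was at least 683-fold higher in the OA-AP group, Cyp2b10 at least 217-fold, Wfikkn2 at least 181-fold, Slc26a9 at least 69.5-fold and Kcnj15 at least 61.95-fold. Wfikkn2 (ENSMUSG00000044177, chromosome 11 of GRCm38, 94235956 to 94246005) reached 50.4 ± 9.63 CPM (SD, n = 3), while the SD of Cyp2b10, 48.5 CPM around a mean of 60.5, was nearly as large as its mean. The largest decreases were in 1810009J06Rik, Dbp, Gm10334, Tdh and Prss1. 1810009J06Rik (ENSMUSG00000094808, chromosome 6, 40964754 to 40968435) fell from 3091 ± 723 CPM (SD, n = 2) to 13.0 ± 5.58 CPM (SD, n = 3), a log2 fold change of −7.89 (standard error 0.44, adjusted p = 0.00011 from edgeR). It lies in the trypsinogen cluster with Gm10334 (log2 fold change −5.97) and Prss1 (−5.68), and reads of such near-identical copies can be split or lost in counting, so these 3 values are uncertain. Gm10334 and Prss1 also lost the call with library totals alone and without OA-AP replicate 2. Reg3b, on the acinar list, had the smallest p-value of all genes (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466). It rose from 51.7 ± 2.93 CPM (SD, n = 2) to 10732 ± 817 CPM (SD, n = 3), a log2 fold change of 7.70 (standard error 0.23, adjusted p = 6.28e-06 from edgeR). Dbp, an output gene of the circadian clock (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) fell by 6.07 on the log2 scale (standard error 0.64, adjusted p = 0.00178) and Tdh fell by 5.82 (standard error 0.51, adjusted p = 0.000611, both from edgeR).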

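The 500 pancreas DEGs with the smallest adjusted p-values, of which the largest was 0.000971 from edgeR's quasi-likelihood test, comprised 267 upregulated and 233 downregulated genes. Average-linkage clustering of their gene-scaled log2 CPM, on 1 minus Pearson's r, placed 5 of 5 libraries with their own group at the first split. These genes were picked for their difference between the groups, so this split was set by the choice of genes. Clustering on all tested genes and on the 500 most variable genes, which uses no group labels, also placed 5 of 5 libraries with their own group. Across tested genes, Pearson's r of log2 CPM (prior count 2) between libraries was 0.944 to 0.979 within groups and 0.819 to 0.884 between groups. The first principal component of the centred log2 CPM held 75.4% of the variance and the second 13.4%. The share of the first component moved most with the 500 most variable genes, to 87.99%, and with each gene scaled to unit variance, to 58.2%.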

Further, unsupervised hierarchical clustering analysis of the top 500 DEGs showed a substantial difference between the OA-AP and the control pancreatic tissues (Figure 2C). Subsequently, GO enrichment analysis indicated the changes in biological processes related to mitochondrial organization, regulation of the apoptotic signaling pathway, processes utilizing autophagic mechanisms, autophagy, negative regulation of phosphorylation (all *p* < 0.05; Figure 2D and Supplementary Figures S3A,B). 

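GO annotation was not used here. For each process, a list of genes was written by hand from their symbols, and the share of DEGs in it was compared with that among the other tested genes by a two-sided Fisher's exact test adjusted over 15 lists. Of all tested genes, 29.8% were DEGs. Of 81 tested genes of apoptosis, 37 were DEGs, 28 upregulated and 9 downregulated (odds ratio 1.99, adjusted p = 0.00669 by Fisher's exact test). With DESeq2's size factors the odds ratio of this list was 1.64 and with TMM factors computed without the acinar genes 1.65, and neither passed the threshold. The mitochondrial organization list, of import, dynamics and assembly genes, had 26 DEGs among 99 (odds ratio 0.840, adjusted p = 0.545 by Fisher's exact test). Of these, 22 were downregulated, and its median log2 fold change of −0.25 turned to 0.45 with library totals alone, under the shift of all genes. Of 77 autophagy genes, 30 were DEGs, 25 of them upregulated (odds ratio 1.51, adjusted p = 0.121), and of 115 genes for the negative regulation of phosphorylation, 42 were DEGs, 36 of them upregulated (odds ratio 1.36, adjusted p = 0.147, both by Fisher's exact test). These 2 lists did not pass the threshold with all DEGs together, but did with upregulated DEGs alone, at odds ratios of 2.50 and 2.38, and with library totals alone, at 3.40 and 2.69. Adjusted over each list alone, the same thresholds gave 39 DEGs for apoptosis, 26 for mitochondrial organization, 30 for autophagy and 47 for the negative regulation of phosphorylation. Vmp1 of the autophagy list (ENSMUSG00000018171, chromosome 11, 86583865 to 86683836) rose from 24.5 ± 4.61 (SD, n = 2) to 324 ± 47.2 CPM (SD, n = 3), a log2 fold change of 3.73 (standard error 0.20, adjusted p = 4.28e-05 from edgeR). Perp of the apoptosis list rose by 1.93 on the log2 scale (standard error 0.14, adjusted p = 0.000131) and Cdkn1a, a cyclin-dependent kinase inhibitor, by 5.94 (standard error 0.38, adjusted p = 0.000132, both from edgeR). Chchd10, a mitochondrial gene, fell by 1.12 (standard error 0.13, adjusted p = 0.000804 from edgeR) but lost the call with library totals alone.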

KEGG analysis revealed that neurodegeneration, the phosphatidylinositol 3-kinase-Akt (PI3K/Akt) signaling pathway, mitogen-activated protein kinase (MAPK) signaling pathway, focal adhesion, and oxidative phosphorylation were the top-ranked signaling pathways (all *p* < 0.05, Figure 2E and Supplementary Figures S3C,D).

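Gene lists were used in place of the KEGG annotation, and neurodegeneration was not analysed here. Of 77 tested genes of oxidative phosphorylation, 58 were DEGs and all 58 were downregulated, with 71 downregulated and 0 upregulated at an unadjusted p under 0.05. The odds ratio was 7.30 (adjusted p = 2.51e-15 by Fisher's exact test), and the median log2 fold change of the list was −0.88. This median was −0.17 with library totals alone, still below that of all tested genes (0.75), but the list then had fewer DEGs than the background (odds ratio 0.188). The acinar list fell as well, with a median of −1.10, or −0.39 with library totals alone. Atp5g1, a subunit of the ATP synthase (ENSMUSG00000006057, chromosome 11, 96068852 to 96075670), fell from 39.2 ± 3.82 (SD, n = 2) to 11.6 ± 1.32 CPM (SD, n = 3), a log2 fold change of −1.76 (standard error 0.15, adjusted p = 0.000238 from edgeR). Ndufa13 of complex I fell by 1.72 (standard error 0.15, adjusted p = 0.000256 from edgeR). The PI3K/Akt list had 98 DEGs among 255 tested genes, 68 upregulated and 30 downregulated (odds ratio 1.49, adjusted p = 0.00669). The MAPK list had 89 among 221 (63 upregulated, odds ratio 1.61, adjusted p = 0.00302), and the focal adhesion list 66 among 161 (45 upregulated, odds ratio 1.65, adjusted p = 0.00669, all by Fisher's exact test). Downregulated DEGs alone gave odds ratios under 1 for these 3 lists. Focal adhesion no longer passed the threshold with library totals alone (odds ratio 1.31) or with limma's camera test. With same-numbered control and OA-AP samples as a block, neither PI3K/Akt (odds ratio 1.26) nor focal adhesion (1.42) passed. The 3 lists share members. Adjusted over each list alone, 58 genes of oxidative phosphorylation, 104 of PI3K/Akt, 105 of MAPK and 70 of focal adhesion passed the thresholds. Erbb3 of the PI3K/Akt and MAPK lists rose by 3.54 on the log2 scale (standard error 0.20, adjusted p = 4.64e-05) and Mknk2 of the MAPK list by 3.15 (standard error 0.23, adjusted p = 0.000114, both from edgeR). Vegfb, a member of all 3 lists, fell by 2.40 (standard error 0.19, adjusted p = 0.000165 from edgeR), and Actb of the focal adhesion list rose by 2.60 (standard error 0.22, adjusted p = 0.000225 from edgeR).

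**Figure D2:**
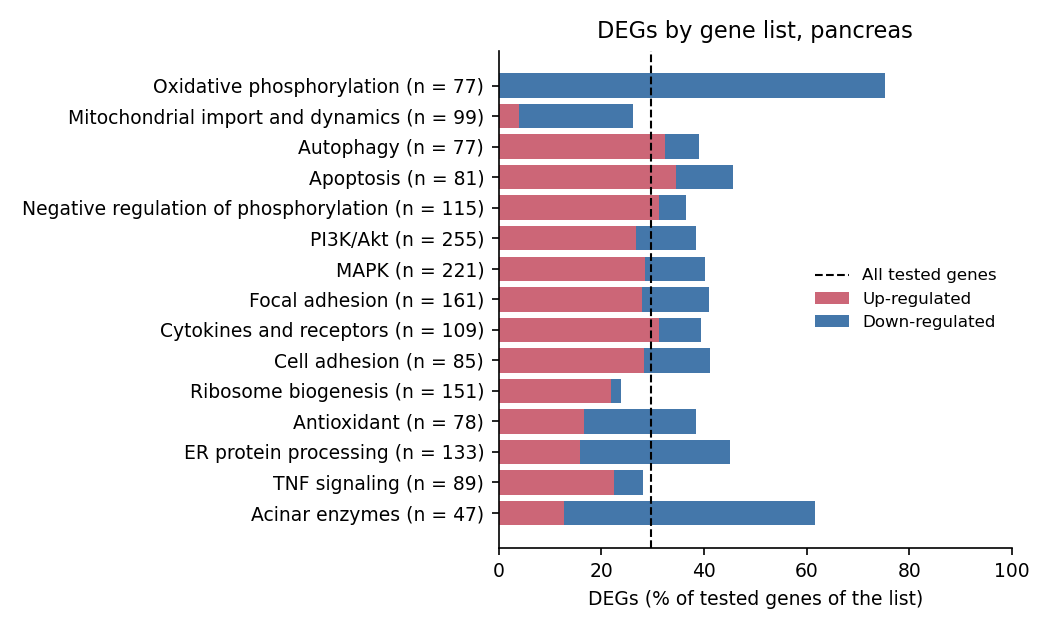
Percent of the tested genes of each list that were DEGs in the pancreas, split into upregulated and downregulated genes, with the share among all tested genes as a dashed line. With library totals alone the median log2 fold changes of the mitochondrial, antioxidant and endoplasmic reticulum lists turn from negative to positive, while that of oxidative phosphorylation, 58 of 77 genes downregulated here, stays negative.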

**FIGURE 2:**
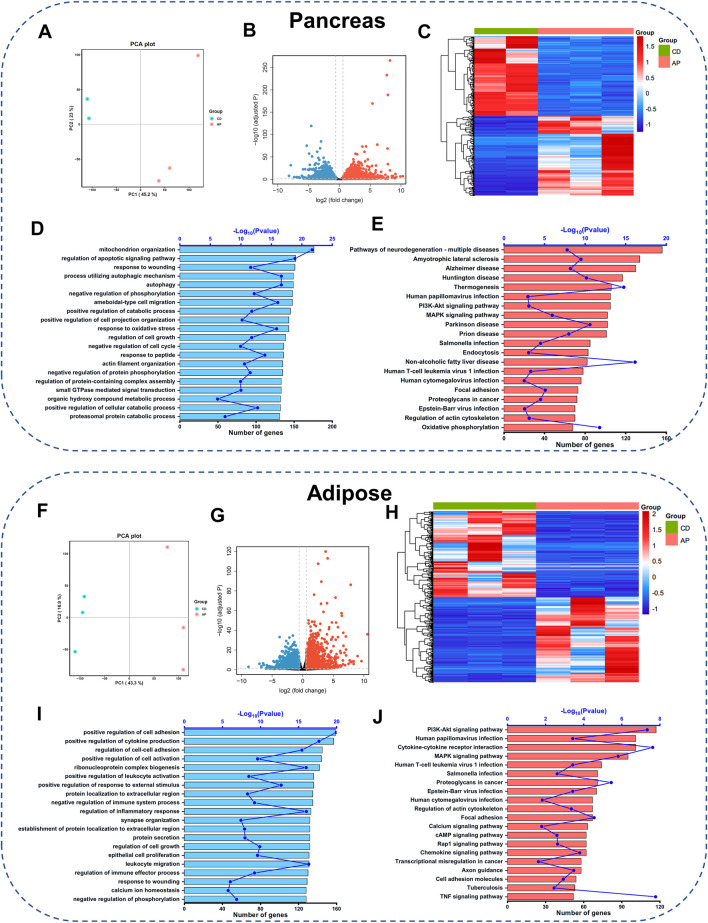
Gene expression profiling in the pancreatic and adipose tissues of OA-AP mice. Transcriptome analysis of differentially expressed genes (DEGs) between OA-AP group and control group in the pancreatic tissue **(A–E)** and adipose tissue **(F–J)**, respectively. **(A,F)** Principal component analysis. **(B,G)** Volcano Plot. **(C,H)** Heatmap. **(D,I)** GO analysis shows the top 20 terms based on enrich factor arrangement. **(E,J)** KEGG pathway enrichment analysis shows the top 20 terms based on enrichment factor arrangement.

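Epididymal adipose RNA was sequenced from 3 control and 3 OA-AP mice, and its counts were deposited by the authors in the same form as those of the pancreas. The control libraries held 25840279, 22576100 and 27928097 counts on genes, and the OA-AP libraries held 20825177, 21404197 and 20911383. The 10 most abundant genes took 12.7% to 15.2% of the counts, and the scaling factors lay between 1.05 and 1.06 in the control group and between 0.93 and 0.97 in the OA-AP group. The acinar list made up 1.16% of the counts in control replicate 2 and between 0.0186% and 0.0260% in each of the other 5 libraries. Of 27409 genes with a count, 15839 were kept by the filter and tested. The common biological coefficient of variation was 0.190. The median log2 fold change of the tested genes fell by 0.15 with library totals alone. In counts simulated for 15596 genes in the same way, with the same limits, 191 of 200 changed genes were found, with 4 false calls among 195.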

Since the adipose tissue plays a crucial role in obesity-related AP, we included the adipose tissue transcriptomics to further clarify the potential pathological mechanisms of OA-AP. 

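In adipose tissue, 3981 genes were DEGs by edgeR's quasi-likelihood test, 1915 upregulated and 2066 downregulated. Unadjusted p-values were under 0.05 for 7515 genes and adjusted ones for 5835. Of the DEGs 48.1% were upregulated, against 32.1% with library totals alone. Of 1454 genes that could be read from the paper's Supplementary Table S3, 1248 were DEGs here, all in the paper's direction, and 86 were removed by the filter on low counts. The largest changes were again taken from DEGs without overlap between the groups, which chance gives for 10% of genes with 3 samples against 3. Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624) was at least 671-fold higher and Ereg at least 170-fold, each with at most 3 counts in every control library, and Cxcl3 lay between them. Cxcl5 reached 76.0 ± 25.8 CPM (SD, n = 3). Ptx3 rose from 1.26 ± 0.288 to 286 ± 170 CPM (SD, n = 3 each), a log2 fold change of 7.84 (standard error 0.55, adjusted p = 0.00041 from edgeR). Serpina3f rose by 7.92 (standard error 1.39, adjusted p = 0.00656 from edgeR), had an SD of 209 CPM around an OA-AP mean of 158, and belongs to a family of close copies, so its value is uncertain. Cyp2f2 fell by 4.26 (standard error 0.58, adjusted p = 0.00275) and Gm454 by 3.43 (standard error 0.18, adjusted p = 0.000179, both from edgeR). B430119L08Rik, A530016L24Rik and Tmem179 fell by 3.80, 3.72 and 3.64 on the log2 scale. B430119L08Rik is annotated as antisense, and the paper's text does not name the strand setting of the counting, so its value is uncertain. The 500 DEGs with the smallest adjusted p-values (up to 0.00144 from edgeR) were 352 upregulated and 148 downregulated genes. All 6 libraries clustered with their own group on these genes, on all tested genes and on the 500 most variable genes. Pearson's r across genes was 0.974 to 0.989 within groups and 0.931 to 0.946 between groups, and the first principal component held 69.5% of the variance.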

Volcano plot (Figures 2F,G and Supplementary Table S3) and heatmap (Figure 2H) analyses showed substantial differentiation between OA-AP and control visceral adipose tissues. GO enrichment analysis indicated the changes in the biological processes such as the positive regulation of cell adhesion, positive regulation of cytokine production, and others (Figure 2I and Supplementary Figures S3E,F). 

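The list for cell adhesion had 55 DEGs among 112 tested genes in adipose tissue, 31 upregulated and 24 downregulated, where 25.1% of all tested genes were DEGs (odds ratio 2.90, adjusted p = 2.06e-07 by Fisher's exact test). The median log2 fold change of the list was 0.03, and −0.12 with library totals alone, which lower the median of all tested genes as well. limma's camera test, which asks for a common shift, did not call it. Adjusted over the list alone, 57 genes passed the thresholds. Cytokines and their receptors had 94 DEGs among 187 tested genes, 64 upregulated and 30 downregulated (odds ratio 3.06, adjusted p = 8.54e-13 by Fisher's exact test), and 99 adjusted over the list alone. Il4ra, which is on both lists (ENSMUSG00000030748, chromosome 7, 125552120 to 125579474), rose from 71.9 ± 10.8 to 526 ± 83.4 CPM (SD, n = 3 each), a log2 fold change of 2.87 (standard error 0.17, adjusted p = 0.000219 from edgeR). Il1r1 rose by 3.39 on the log2 scale (standard error 0.18, adjusted p = 0.000179), and Itga7, an integrin subunit, by 2.08 (standard error 0.17, adjusted p = 0.000474, both from edgeR). Il6 rose from 0.155 ± 0.0916 to 10.4 ± 6.15 CPM (SD, n = 3 each), with an adjusted p of 0.00156 from edgeR. Genes of TNF signaling, a further list, had 44 DEGs among 100, 35 of them upregulated (odds ratio 2.36, adjusted p = 0.000118 by Fisher's exact test), and among these Socs3 rose by 3.87 (standard error 0.17, adjusted p = 0.000179 from edgeR).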

KEGG pathway analysis highlighted the involvement of the PI3K-Akt signaling pathway, cytokine-cytokine receptor interaction, MAPK signaling pathway, and focal adhesion (Figure 2J and Supplementary Figures S3G,H).

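In adipose tissue the PI3K/Akt list had 106 DEGs among 298 tested genes, 51 upregulated and 55 downregulated (odds ratio 1.66, adjusted p = 0.000123). The MAPK list had 83 among 258 (45 upregulated, odds ratio 1.42, adjusted p = 0.0143) and the focal adhesion list 60 among 178 (29 upregulated, odds ratio 1.52, adjusted p = 0.0143, all by Fisher's exact test). The median log2 fold changes of the 3 lists were 0.05, 0.07 and 0.07, against −0.01 for all tested genes. With library totals alone they were −0.10, −0.09 and −0.08, against −0.17 for all tested genes. The camera test called none of the 3 lists in this tissue. Focal adhesion also lost the call with library totals alone (odds ratio 1.16) and with a fold change of at least 2 (odds ratio 1.50). Adjusted over each list alone, 108, 87 and 62 genes passed the thresholds. Oxidative phosphorylation had 2 DEGs among 79 tested genes (odds ratio 0.0769, adjusted p = 2.47e-07 by Fisher's exact test), fewer than the other genes.

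**Figure D3:**
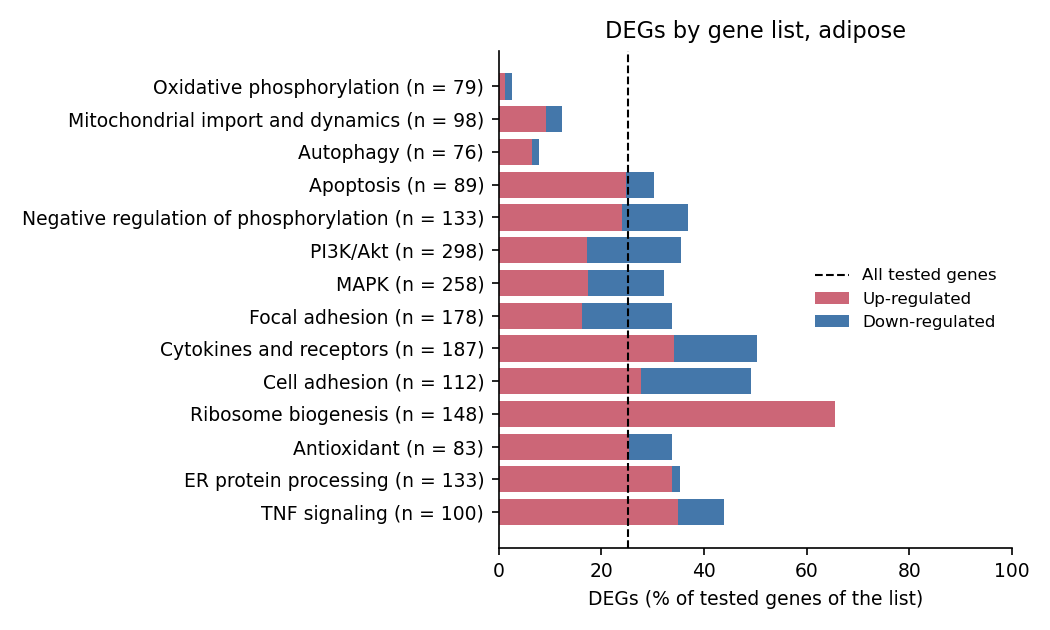
Percent of the tested genes of each list that were DEGs in adipose tissue, split into upregulated and downregulated genes, with the share among all tested genes as a dashed line. The PI3K/Akt list is split nearly evenly, 51 up and 55 down, and its median log2 fold change, like those of the MAPK, focal adhesion, cell adhesion, autophagy, phosphorylation, antioxidant and mitochondrial lists, changes sign with library totals alone, as all tested genes shift down.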

### Pharmacology Network Construction Between CQCQD Targets and DEGs of OA-AP

In our study, we employed online databases that identified a total of 443 targets of 22 compounds from CQCQD (Supplementary Table S4), while the targets related to the disease were obtained from the transcriptomic analysis of the OA-AP model. The network pharmacology analysis was performed according to a pre-defined protocol (Figure 3A). Firstly, the Venn diagram showed overlapped targets between CQCQD and OA-AP. Based on these, a compound-target network was established, and related functional enrichment analysis was carried out. 

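The predicted CQCQD targets were read by eye from the gene labels of Figures 3D,E. In the pancreas 105 labels were clear and 104 matched a gene in the deposited counts. Of these, 94 were DEGs here, 61 upregulated and 33 downregulated. In adipose tissue 91 labels were clear and 85 were DEGs, 57 upregulated and 28 downregulated. With unclear labels included, 101 of 115 and 95 of 107 were DEGs. These targets had been chosen for being DEGs in the same data, so the shares show no stability and were not tested. Of the 94 pancreas calls 67, and of the 85 adipose calls 68, also passed with library totals alone. The 27 pancreas calls lost were all among the 33 downregulated targets, and the 17 adipose calls lost were all among the upregulated ones. Library totals alone shift the median of all tested genes by 0.71 in the pancreas and by −0.15 in adipose tissue. The side of the losses follows from this shift and does not sort the targets by stability.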

As a result, 116 and 132 overlapped targets were selected as potential therapeutic targets of CQCQD in the pancreatic (Figure 3B) and adipose tissues, respectively (Figure 3C). After discarding the compounds with no predicted target available, 20 compounds with 116 predicted targets were obtained in the pancreas (Figure 3D), and 22 compounds with 132 predicted targets in the adipose tissue (Figure 3E). In addition, we overlapped the targets of CQCQD from the pancreatic and adipose tissue (Figure 3F). There were 55 common targets, with the other 61 and 77 targets specific for the pancreas or adipose tissue, respectively. 

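Labels of 46 targets were clear in both networks, and 36 of these were DEGs in both tissues here. In both tissues 23 were upregulated and 5 downregulated, and the other 8 changed in opposite directions. Bcl2, Impdh1, Myc and Sqle were downregulated in the pancreas and upregulated in adipose tissue, while Kcnma1, Lgals4, Pank3 and Pfkfb3 did the reverse. With library totals alone Impdh1 was no longer lower in the pancreas, and Bcl2, Myc and Sqle kept their signs but not their calls there. The adipose calls of Bcl2 and Sqle were lost as well. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) went from 29.5 ± 4.18 (SD, n = 2) to 17.6 ± 0.877 CPM (SD, n = 3) in the pancreas, a log2 fold change of −0.74 (standard error 0.15, adjusted p = 0.00652 from edgeR). In adipose tissue it went from 20.1 ± 3.21 to 67.5 ± 15.9 CPM (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.20, adjusted p = 0.00154 from edgeR). The change of Myc differed between the tissues by 2.48 on the log2 scale (adjusted p = 0.000112 for edgeR's tissue by condition interaction), and by 2.34, also called, with same-numbered pancreas and adipose samples as a block (mean r of their deviations 0.0428 in the OA-AP and −0.00115 in the control group).

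**Figure D4:**
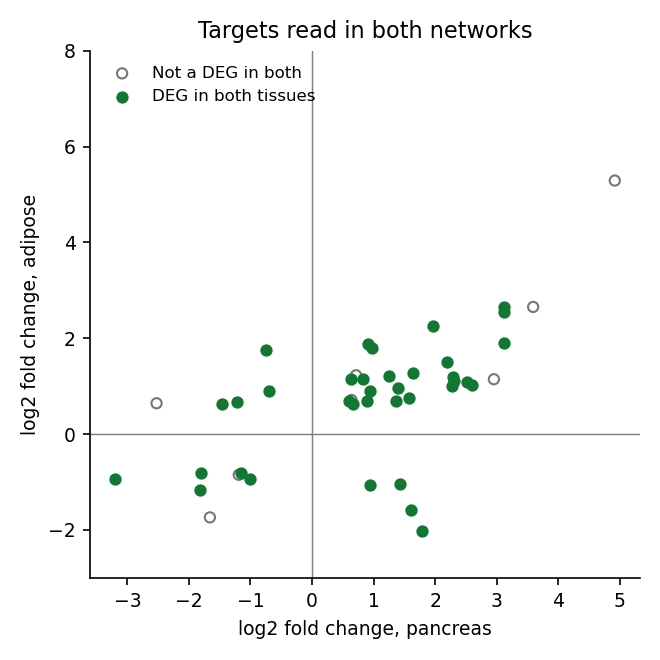
Log2 fold change of the common targets in the pancreas (x axis) and in adipose tissue (y axis), for the 44 of the 46 that were tested in both tissues. Filled points are the 36 DEGs in both tissues and open points the others. The upper right quadrant holds the 23 targets upregulated in both tissues, and Bcl2, Impdh1, Myc and Sqle lie in the upper left quadrant. Impdh1 leaves that quadrant with library totals alone.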

The network “compounds-targets-tissue” is shown in Figure 3G.

**FIGURE 3:**
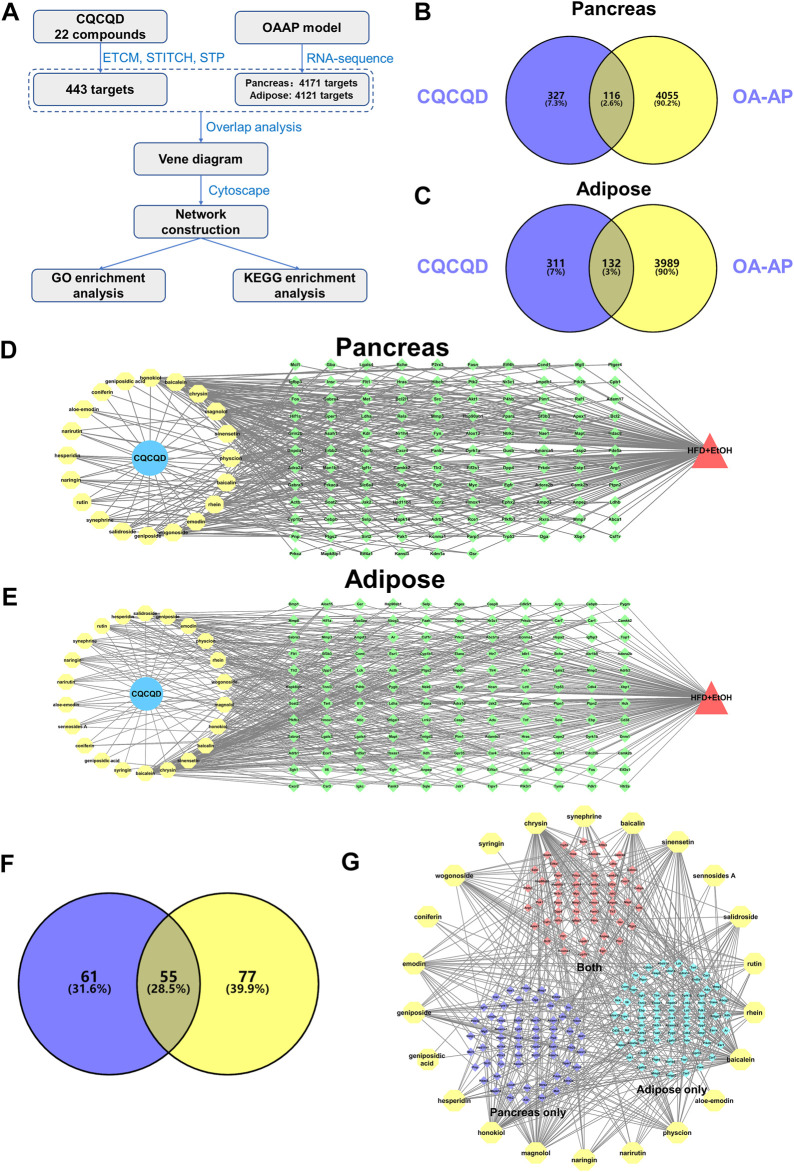
Network targets of CQCQD on OA-AP both in the pancreatic and adipose tissues. **(A)** The protocol of network pharmacology analysis in this study. **(B,C)** Venn diagram shows overlapped targets between CQCQD and OA-AP in the pancreatic tissue **(B)** and adipose tissue **(C)**. **(D,E)** The compound-target network was established in the pancreatic tissue **(D)** and adipose tissue **(E)**. **(F)** Venn diagram shows overlapped CQCQD-regulated targets between the pancreatic tissue and adipose tissue. **(G)** The compound-target network is based on the pancreatic tissue and adipose tissue.

### GO and KEGG Pathway Enrichment Analysis of CQCQD-Regulated Targets

To further investigate the detailed functions of the above CQCQD-regulated targets in the pancreas and adipose tissues, GO function and KEGG pathway enrichment analyses were carried out. 

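Of the clear target labels, 57 were in the pancreas network alone, and 54 of these genes were DEGs in the pancreas, 32 upregulated and 22 downregulated. On the apoptosis list were 3 of them, with Bcl2l1 and Mcl1 upregulated and Parp1 downregulated. Parp1 was not called with library totals alone. The antioxidant list, written for the response to oxidative stress, held 1 of the 57, Gstp1, which was downregulated and lost the call with library totals alone. No enrichment was tested for these targets. The lists were written by hand and are not the paper's GO terms, so these counts do not show how many targets those terms hold.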

For the targets specific for the pancreas, GO enrichment analysis mainly returned genes related to the response to oxidative stress, neuronal death, regulation of apoptotic signaling pathway, and other processes (Figure 4A). KEGG enrichment analysis showed that the pancreatic targets were closely related to the PI3K/Akt, MAPK, and Ras signaling pathways, hypoxia-inducible factor 1 signaling pathway, and apoptosis (Figure 4B). 

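Of the 57 targets read from the pancreas network alone, 14 were on the PI3K/Akt list and all 14 were DEGs. Of these, 11 were upregulated, and Akt1, Ccnd1 and Kdr were downregulated. The MAPK list held 11, all DEGs, of which 8 were upregulated and Akt1, Kdr and Prkaca were downregulated. Akt1, Kdr and Prkaca were not called with library totals alone. Ras and hypoxia-inducible factor 1 signaling were not analysed here.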

Concomitantly, GO enrichment analysis showed that the targets specific for the adipose tissue are potentially engaged in the response to oxidative stress, neuronal death, and cellular response to chemical stress (Figure 4C); whereas KEGG enrichment analysis highlighted the involvement of the PI3K/Akt and MAPK signaling pathways, calcium signaling and others (Figure 4D). 

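Labels of 44 targets were clear in the adipose network alone, and 41 of these genes were DEGs in adipose tissue, 23 upregulated and 18 downregulated. The PI3K/Akt list held 6 of them. Cdk4, Il6, Jak1, Sgk1 and Tlr4 were upregulated and Pik3r1, a regulatory subunit of PI3K, was downregulated. Of the upregulated ones, Cdk4, Jak1, Sgk1 and Tlr4 lost the call with library totals alone. Tnf, upregulated, and Cdc25b, downregulated, were on the MAPK list. The antioxidant list held 0 of the 44, which does not show how many the paper's GO term for oxidative stress holds. Calcium signaling was not analysed here.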

Finally, GO enrichment analysis of the common targets of the pancreas and adipose tissue showed that these genes are engaged in the response to oxidative stress, cellular response to chemical stress, and intrinsic apoptotic signaling pathway (Figure 4E). 

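Gsr and Hmox1, both on the antioxidant list, were the common targets on that list, and both rose in both tissues. Hmox1, which encodes HO-1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589), rose from 1.35 ± 0.208 (SD, n = 2) to 11.7 ± 7.95 CPM (SD, n = 3) in the pancreas, a log2 fold change of 3.12 (standard error 0.76, adjusted p = 0.0249 from edgeR). In adipose tissue it rose from 44.2 ± 5.75 to 278 ± 74.3 CPM (SD, n = 3 each), a log2 fold change of 2.65 (standard error 0.21, adjusted p = 0.000451 from edgeR). Gsr, glutathione reductase, rose by 0.91 in the pancreas (standard error 0.25, adjusted p = 0.0234) and by 1.88 in adipose tissue (standard error 0.28, adjusted p = 0.00341, both from edgeR). On the apoptosis list were Bcl2 and Trp53. Trp53 rose by 0.95 in the pancreas and by 0.91 in adipose tissue on the log2 scale. Bcl2 fell from 3.73 ± 0.0611 (SD, n = 2) to 1.35 ± 0.28 CPM (SD, n = 3) in the pancreas, with an adjusted p of 0.0126 from edgeR, and rose from 26.5 ± 2.61 to 40.7 ± 4.74 CPM (SD, n = 3 each) in adipose tissue, with an adjusted p of 0.00727 from edgeR. The calls of Bcl2 in both tissues were lost with library totals alone, and its change differed between the tissues (adjusted p = 0.000346 for edgeR's interaction).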

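Of the targets read as common to both networks, 10 were on the PI3K/Akt list. In the pancreas 9 of them were DEGs, with Egfr, Hras, Hsp90ab1, Jak2, Tlr2 and Trp53 upregulated and Bcl2, Csf1r and Myc downregulated, while Flt1 was not called. In adipose tissue all 10 were DEGs, and 9 were upregulated and Csf1r downregulated. The 3 pancreas decreases lost the call with library totals alone, as did the increases of Bcl2, Flt1, Hras, Hsp90ab1, Jak2 and Tlr2 in adipose tissue. The MAPK list held 8 DEGs in the pancreas, 5 upregulated and 3 downregulated, and 8 in adipose tissue, 7 upregulated and 1 downregulated. Rap1 signaling was not analysed here.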

KEGG enrichment analysis of those targets pointed towards pathways such as PI3K/Akt, MAPK, and Rap1 (Figure 4F). Interestingly, we also found that the response to oxidative stress and the PI3K/Akt signaling pathway were among the top20 ranked pathways returned by the GO and KEGG analyses of the targets common for both OA-AP and AP (Supplementary Table S5 and Supplementary Figures S4A–C). 

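Over all tested genes, not the predicted targets alone, the antioxidant list had 30 DEGs among 78 in the pancreas, 13 upregulated and 17 downregulated (odds ratio 1.48, adjusted p = 0.144 by Fisher's exact test). In adipose tissue it had 28 among 83, 21 upregulated and 7 downregulated (odds ratio 1.52, adjusted p = 0.0875 by Fisher's exact test). Neither passed the threshold, and the median of the list changed sign in each tissue with library totals alone. In the pancreas the list did pass with no filter on low counts (odds ratio 2.53). Removing the filter adds genes with few counts to the background, and 14 of the 15 pancreas lists then passed. That pass is thus not specific to the antioxidant list. The list also passed with DESeq2 (1.69) and with same-numbered control and OA-AP samples as a block (1.75). The adipose list passed with upregulated DEGs alone (odds ratio 2.48), with no filter (2.62), with library totals alone (1.81) and with a fold change of at least 2 (2.22). It also passed with at least 10 counts in every library (1.77), with DESeq2 (1.99) and with the same block (1.82). DESeq2 was added for the lists after the data were seen. Nfe2l2, which encodes Nrf2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641), rose from 10.7 ± 1.33 (SD, n = 2) to 30.8 ± 6.81 CPM (SD, n = 3) in the pancreas, a log2 fold change of 1.53 (standard error 0.21, adjusted p = 0.0016 from edgeR). In adipose tissue it went from 109 ± 5.95 to 136 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.0383 from edgeR), under the fold change threshold. Of the genes of the PI3K/Akt core, Akt2 rose by 0.69 in the pancreas (standard error 0.13, adjusted p = 0.00492) and fell by 0.92 in adipose tissue (standard error 0.22, adjusted p = 0.0167, both from edgeR), where the call was lost without control replicate 3. Pik3cb, a catalytic subunit, rose by 1.52 in the pancreas (standard error 0.33, adjusted p = 0.0104) and fell by 1.03 in adipose tissue (standard error 0.17, adjusted p = 0.0043, both from edgeR). The changes of Akt2 and Pik3cb differed between the tissues (adjusted p = 0.0017 and 0.000418 for edgeR's interaction), and both were also called with same-numbered samples of the 2 tissues as a block. RNA counts do not measure the phosphorylation of Akt. The paper first proposes its mechanism from the terms that recurred when the transcriptomes and the predicted targets of both tissues were tested for enrichment. It then measured Nrf2, HO-1 and the phosphorylation of Akt in both tissues with and without CQCQD. Its further evidence came from acinar cells under H_2_O_2_ and from docking to AKT1.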

Collectively, these results suggest that the protective effects of CQCQD against OA-AP were likely mediated by induction of antioxidant protein response and via reduced PI3K-Akt signaling.

**FIGURE 4:**
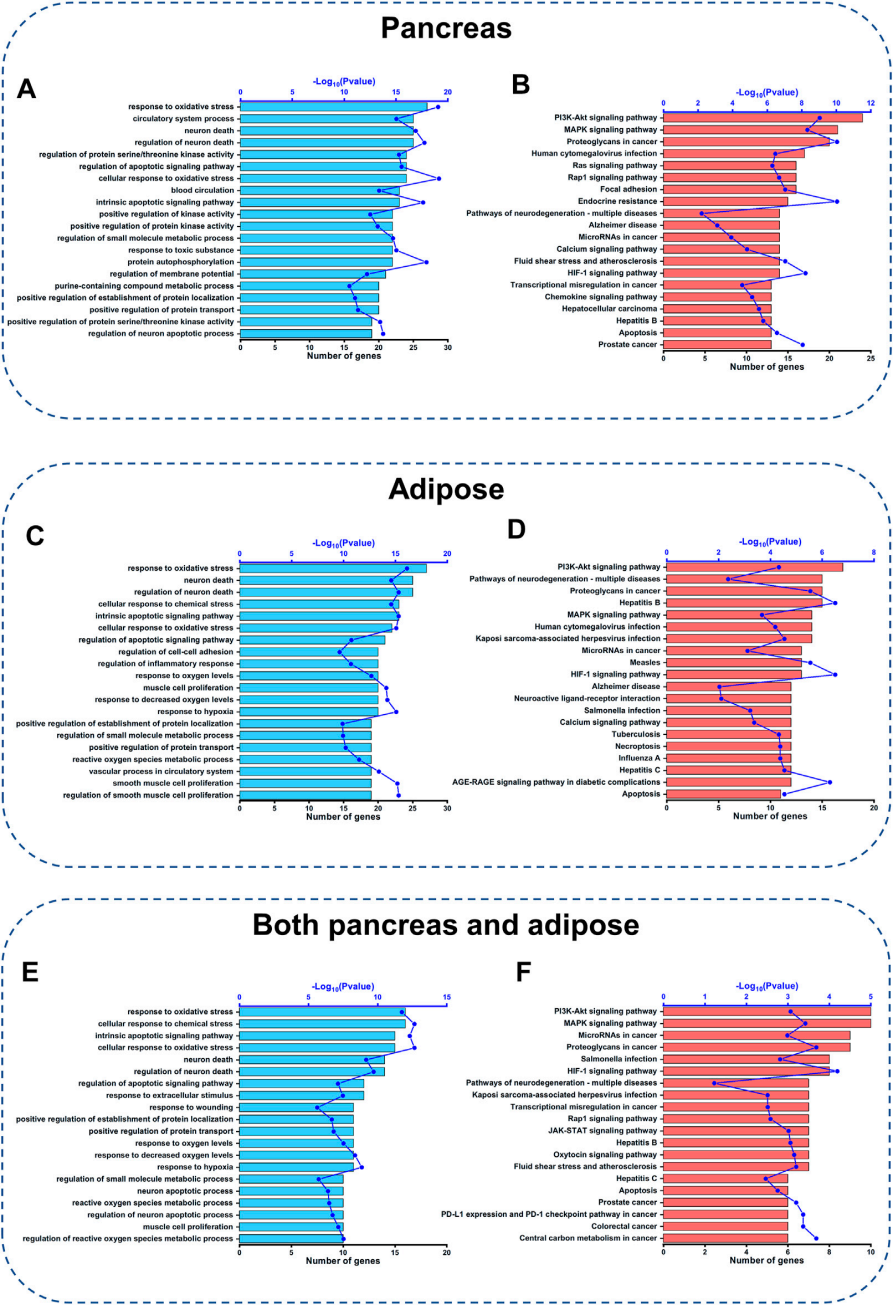
GO function and KEGG pathway analysis of CQCQD-regulated targets. **(A,C,E)** Top 20 biological processes returned by the GO analysis of the pancreatic targets **(A)**, adipose tissue targets **(C)**, and common targets of the pancreatic tissue and adipose tissue **(E)**. **(B,D,F)** Top 20 KEGG pathways of the pancreatic targets **(B)**, and adipose tissue targets **(D)**, and common targets of the pancreatic tissue and adipose tissue **(F)**.

### CQCQD Decreases Oxidative Stress and Downregulates PI3K-Akt Signaling in Experimental OA-AP

To validate the findings from transcriptomics and pharmacology network analyses, we tested the expression of selected proteins involved in oxidative stress and the PI3K-Akt signaling pathway. Two indicators of oxidative stress were chosen: 1) an endogenous key anti-oxidative stress factor Nrf2, a master regulator of the antioxidant protein response; and 2) HO-1, an Nrf2-regulated detoxifying enzyme (Shapiro et al., 2007). Western blot images (Figure 5A) and the corresponding densitometric analysis (Figure 5B) demonstrated that the expression levels of pancreatic Nrf2 and HO-1 proteins were significantly up-regulated in the OA-AP mice compared to control. Following the CQCQD treatment, the expression levels of these proteins were further increased, indicating an enhanced anti-oxidant capacity against free radicals. This was further confirmed by the immunohistochemical staining for Nrf2 and HO-1 (Figure 5C). The control pancreata showed only very weak cytosolic staining patterns of Nrf2 and HO-1, essentially with no signal in the nuclei. In the OA-AP samples, both these proteins were expressed at a much higher level and were characterized by cytosolic and nuclear patterns of localization. The expression was even further elevated in the OA-AP groups treated with CQCQD (Figure 5C). The same patterns of Nrf2 and HO-1 expression were also observed in the visceral adipose tissues (Figures 5D,E).

**FIGURE 5:**
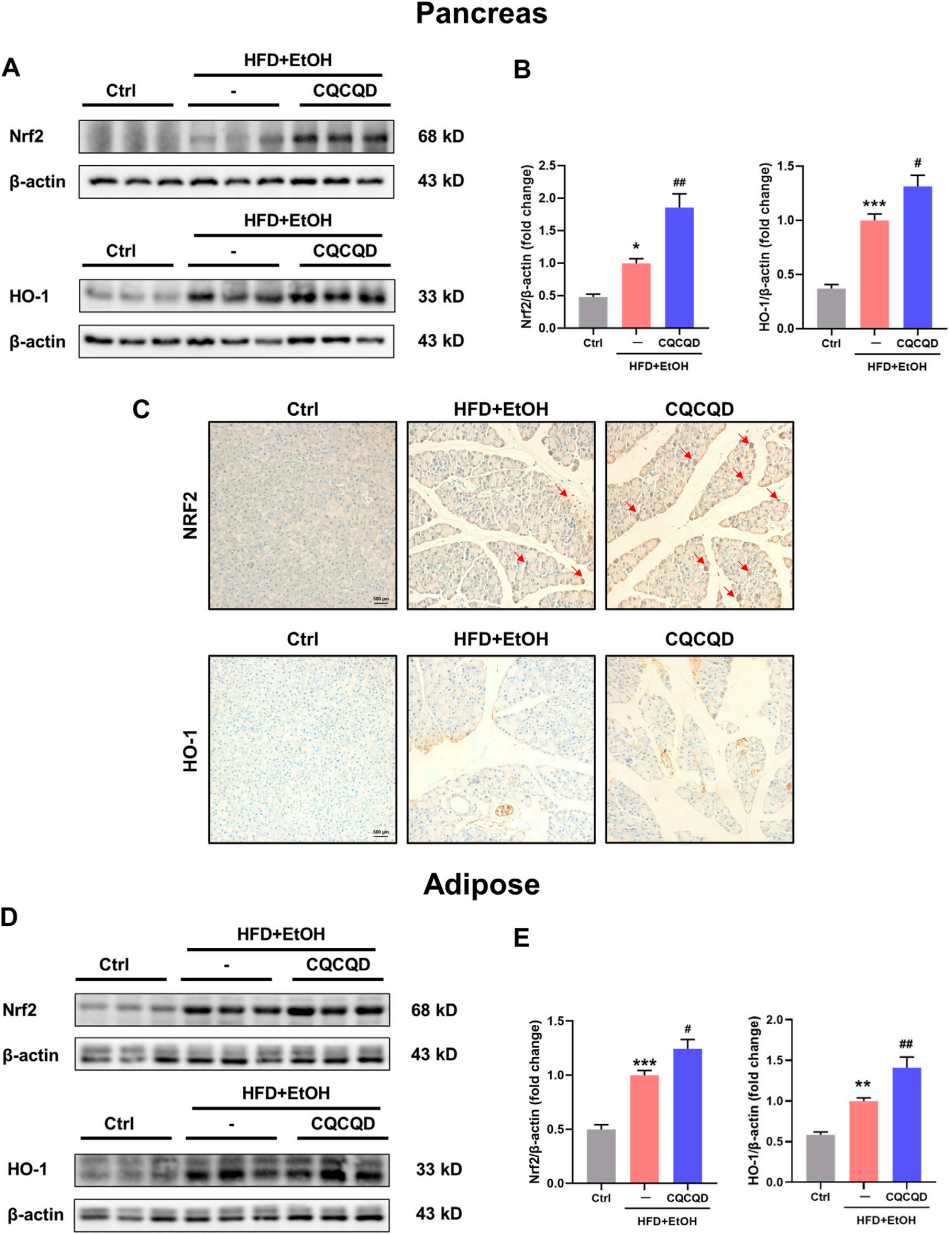
CQCQD enhances the antioxidant protein response in the pancreas and adipose tissue from OA-AP mice. **(A,D)** Representative Western-blot images for Nrf2 and HO-1 in the pancreatic tissues **(A)** and adipose tissues **(D)**. **(B,E)** Quantification of Western-blot images for Nrf2 and HO-1 for the pancreatic tissues **(B)** and adipose tissues **(E)**. **(C)** Representative immunohistochemical staining for Nrf2 and HO-1 in the pancreatic tissue. All data are presented as means ± SEM of six samples per group. Ctrl vs. OA-AP: *p < 0.05, **p < 0.01, ***p < 0.001; OA-AP vs. OA-AP + CQCQD: ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001.

To verify the involvement of the PI3K/Akt signaling pathway, two protein targets, Akt and phosphorylated-Akt (p-Akt), were selected and presented as the p-Akt/Akt ratio (Chen et al., 2020; Sarker and Steiger, 2020). While the p-Akt/Akt ratio was significantly increased in the OA-AP pancreata, CQCQD markedly decreased Akt phosphorylation to the levels in the OA-AP (Figures 6A,B). This was also evidenced by the immunohistochemical staining for p-Akt in the pancreatic tissue (Figure 6C). While Akt phosphorylation was not affected by OA-AP in the adipose tissue, CQCQD decreased the p-Akt/Akt ratio by approximately 75% compared to OA-AP without treatment (Figures 6D,E).

**FIGURE 6:**
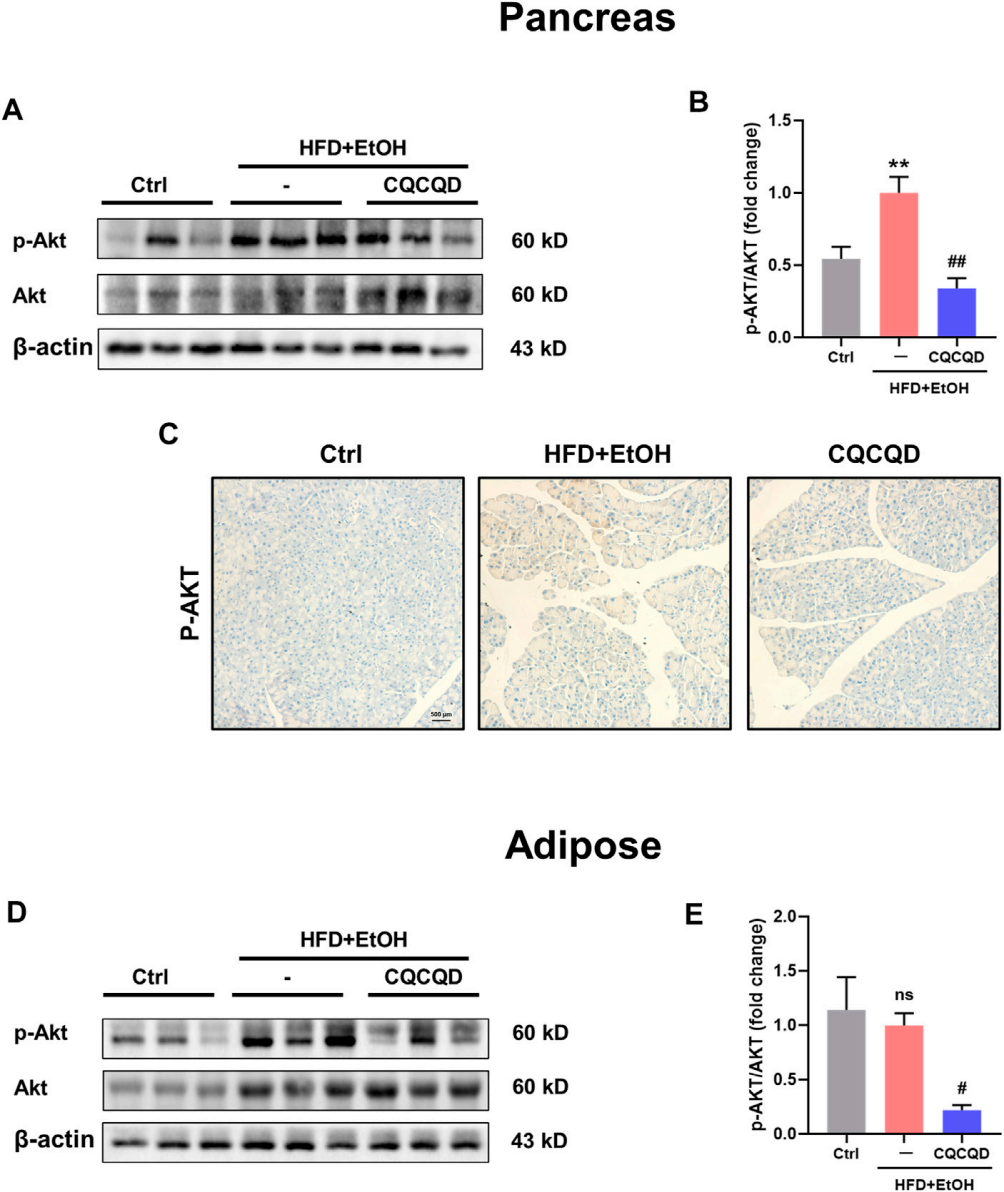
CQCQD decreases Akt phosphorylation in the pancreas and adipose tissue from OA-AP mice. **(A,D)** Representative Western-blot images for p-Akt and total Akt in the pancreatic tissues **(A)** and adipose tissues **(D)**. **(B,E)** Quantification of Western-blot images for p-Akt/Akt of the pancreatic tissues **(B)** and adipose tissues **(E)**. **(C)** Representative immunohistochemical staining for p-Akt in the pancreatic tissue. All data are presented as means ± SEM of six samples per group. Ctrl vs. OA-AP: **p < 0.01; OA-AP vs. OA-AP + CQCQD: ^#^ *p* < 0.05, ^##^ *p* < 0.01.

Both oxidative stress and the PI3K-Akt signaling pathway are associated with programmed death such as apoptosis (Cao et al., 2019). We found that apoptosis was involved in the top20 ranked pathways returned by the GO and KEGG analyses of the CQCQD-regulated targets in the pancreas and adipose tissues (Figures 4A–F). The expression of B-cell lymphoma-2 (Bcl2) and Bcl2-associated X protein of pancreatic tissues were detected to illustrate the effect of CQCQD on the acinar cells. While the Bax/Bcl2 ratio was significantly increased in the OA-AP pancreata, CQCQD markedly decreased this ratio in the OA-AP (Supplementary Figures S5A,B). The pancreatic TUNEL statining also supported CQCQD improved apoptosis in acinar cells (Supplementary Figure S5C).

These data collectively suggest that CQCQD reduced the severity of OA-AP by additional stimulation of the already activated antioxidant protein response (i.e., Nrf2/HO-1 pathways) and at the same time suppressed the PI3K/Akt signaling pathway in the pancreatic and adipose tissues.

### CQCQD Reduces Pancreatic Acinar Cell Death Elicited by Oxidative Stress

The effects of CQCQD were also tested *in vitro* in mouse pancreatic acinar cells. Acinar cells were isolated from lean mice and were pre-incubated with or without CQCQD, followed by treatment with H_2_O_2_ to induce oxidative stress (Huang et al., 2015). While H_2_O_2_ stimulation induced a steady increase in the reactive oxygen species (ROS) generation (Figures 7A,B) and triggered necrotic cell death of acinar cells (Figures 7C,D), CQCQD pre-incubation significantly reduced the recorded ROS signals as well as acinar cell necrosis (Figures 7A–D). The representative images of the PI staining of acinar cells are shown in Figures 7E,F. These results suggest that the protective effects of CQCQD against necrotic cell death in acinar cells are likely mediated by increased detoxification or scavenging of intracellular free radicals (Armstrong et al., 2018).

**FIGURE 7:**
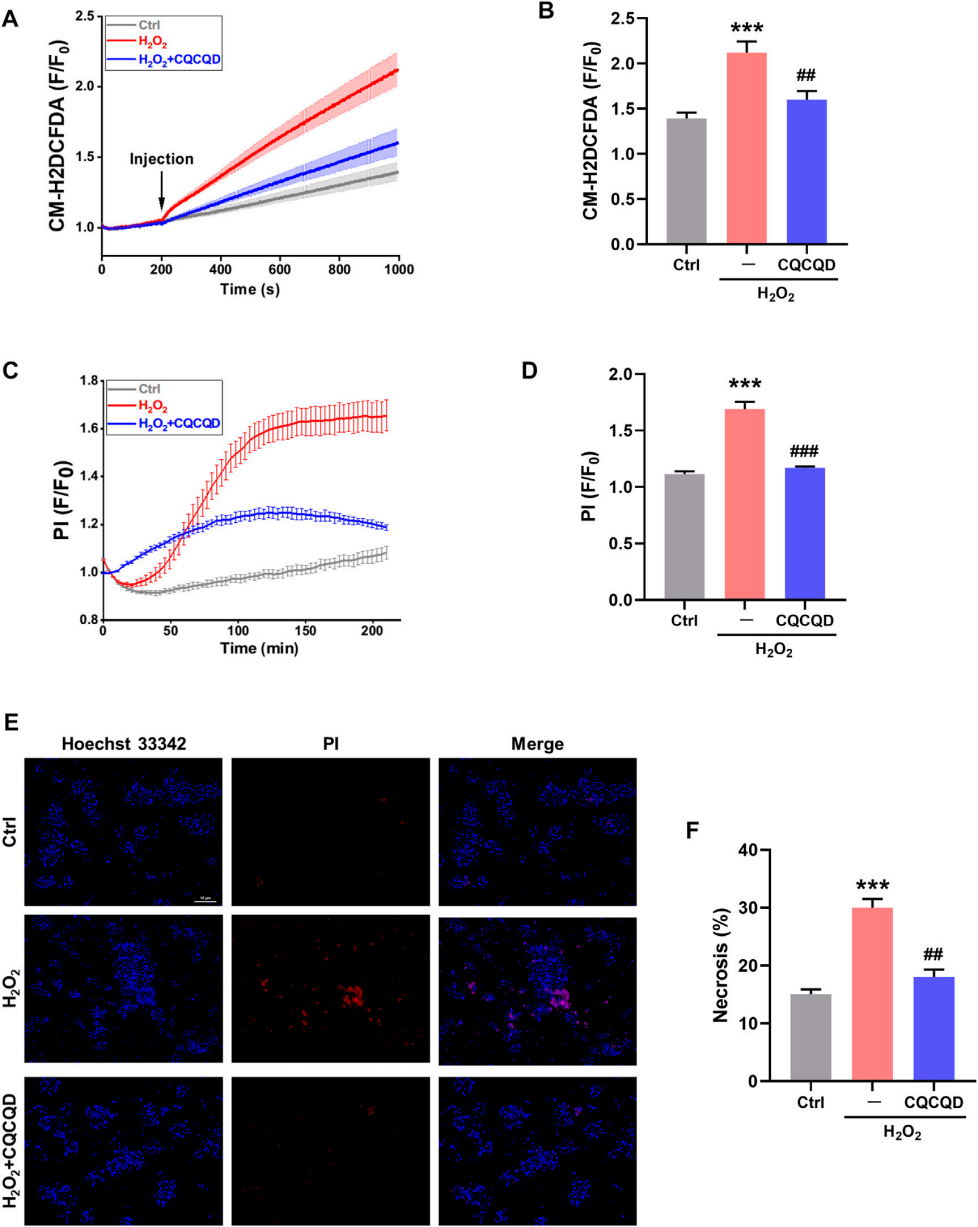
CQCQD decreases ROS production and cell necrosis induced by H_2_O_2_ in mouse pancreatic acinar cells. **(A)** Average traces reflect intracellular ROS signals. **(B)** Summary quantification of ROS production (F/F_0_). **(C)** Typical traces of cell necrosis. **(D)** Summary quantification of cell necrosis (F/F_0_). **(E)** Representative images of pancreatic acinar cells stained with Hoechst 33,342 (blue) and PI (red). **(F)** Quantification of cell necrosis (%). All data are presented as means ± SEM of ≥ 3 repeats per group. Ctrl vs. OA-AP: ***p < 0.001; OA-AP vs. OA-AP + CQCQD: ^##^ *p* < 0.01, ^###^ *p* < 0.001.

### Docking Analysis Between CQCQD Compounds and AKT1

Finally, we narrowed down and explored the active compounds of CQCQD. A PPI network of 116 pancreatic targets of CQCQD was constructed by STRING database, which returned AKT1 as a target of the highest degree value (Figure 8A). 

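Akt1 (ENSMUSG00000001729) lies on the minus strand of chromosome 12 of GRCm38, from 112653821 to 112674884. In the pancreas its mRNA went from 132 ± 2.63 CPM (SD, n = 2) in the control group to 71.3 ± 6.57 CPM (SD, n = 3) in the OA-AP group, a log2 fold change of −0.89 (standard error 0.13, adjusted p = 0.0019 from edgeR's quasi-likelihood test). With single libraries left out in turn the log2 fold change stayed between −0.95 and −0.80. The decrease was not called with library totals alone, where the log2 fold change was −0.17, while the median of all tested genes was positive.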

Importantly, AKT1 was also one of the key targets common for OA-AP and AP (Supplementary Figure S6). Subsequently, a molecular docking approach was used to predict the interactive activities between CQCQD compounds and AKT1. Based on the network pharmacology, six compounds of CQCQD, i.e., baicalein, baicalin, chrysin, honokiol, magnolol, and salidroside, were found capable of high-affinity binding to AKT1 (Figures 8B,C).

**FIGURE 8:**
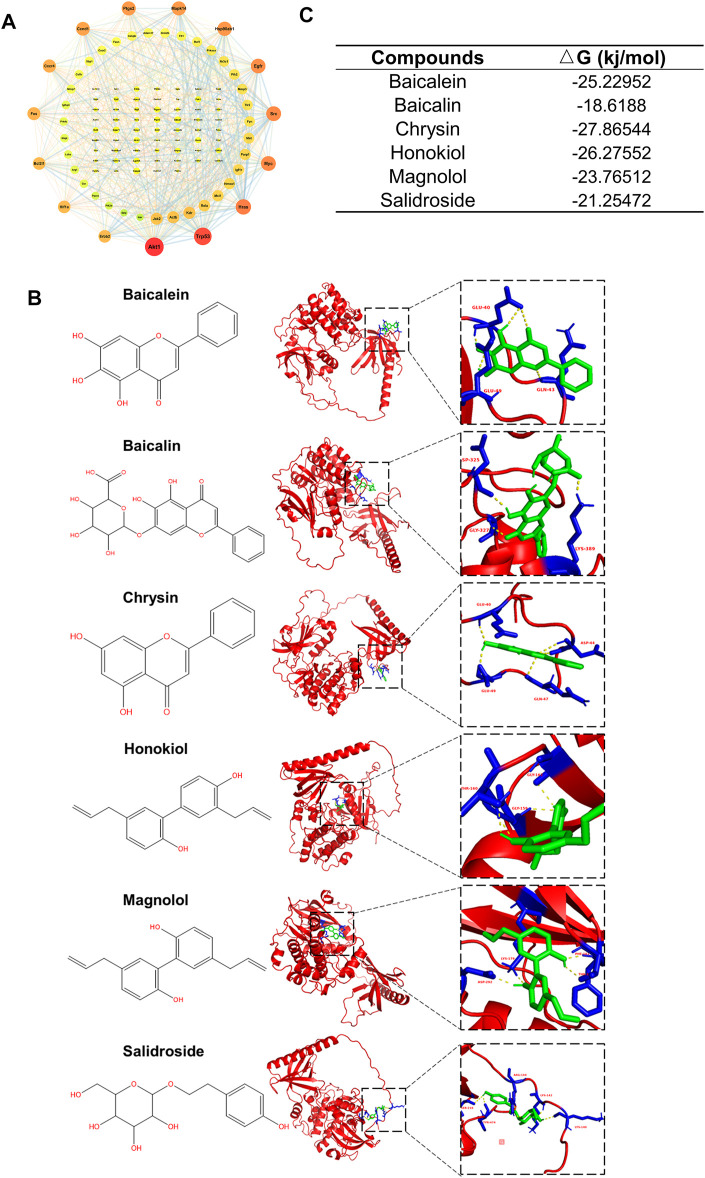
Identification of interactions between CQCQD active compounds and the targets they regulate. **(A)** Interaction network of CQCQD-regulated targets in the pancreatic tissue. **(B)** Modeling interactions of CQCQD compounds and Akt1 by molecular docking. **(C)** The binding affinity between CQCQD compounds and Akt1.

## Discussion

This study has been inspired by promising clinical outcomes in AP patients treated with CQCQD in the West China Hospital. Since obesity is an important risk factor of AP and approximately 21% of all AP patients admitted to our center suffers from obesity-related AP (Jin et al., 2020; Li et al., 2020; Shi et al., 2020), we sought to shed some light on the pharmacological mechanisms underlying the clinical efficacy of CQCQD. For this purpose, we applied a new clinically-relevant mouse model of OA-AP along with transcriptome analysis of the pancreatic and adipose tissues to identify potential gene targets and signaling pathways modulated by active compounds of CQCQD. Further, network pharmacology and molecular biology revealed that the protective effects of CQCQD on OA-AP are likely principally mediated by the antioxidant protein response and inhibition of the PI3K/Akt signaling pathway in both tissues. To the best of our knowledge, this is the first study that has linked the clinical effects of this traditional herbal formula with signaling in adipose tissue. Docking analysis further identified that CQCQD active compounds were capable of binding to Akt1, the protein kinase revealed by our *in silico* analyses.

Recently, obesity has been recognized as an important factor involved in the pathogenesis and progression of AP (Khatua et al., 2017). Alcohol consumption is another important risk factor for AP, although the pathology of alcoholic pancreatitis is still unclear (Alsamarrai et al., 2014; Samokhvalov et al., 2015). A recent epidemiological report (Lai et al., 2011) has shown an increased risk of AP in obesity-related metabolic conditions, such as type 2 diabetes combined with excessive alcohol consumption. Furthermore, previous preclinical studies have demonstrated that alcohol simultaneously supplied with free fatty acids can effectively induce AP in mice, rats, and hamsters (Huang et al., 2014; Maleth et al., 2015; Wang et al., 2016). The above has prompted us to apply a novel AP model induced by obesity and acute alcohol adminstration. Briefly, acute alcohol administration in obese mice caused pancreatic necrosis, systemic inflammation, and multi-organ dysfunction, while there were no significant changes in the histopathology of the pancreata from obese mice injected with saline alone or in lean mice injected with ethanol alone (Yang et al., 2022). This model may therefore reflect the pathophysiology underlying AP in obese patients, who are particularly vunlernable to progress to severe AP and poor clinical outcomes. However, OA-AP model is only suitable for obese mice, which may limit its use. And intraperitoneal injection of EtOH is still different from that of human drinking. Cerulein, a cholecystokinin analog, is the most widely used compound to induce AP (CER-AP) in rodents, which is characterized by overt pancreatic tissue edema, inflammatory cell infiltration, and a ceterin amount of acinar cell necrosis (Yang et al., 2020). Cerulein is often combined with lipopolysaccharide to increase the severity of CER-AP by exaggerating the inflammatory response and multi-organ dysfunction, mimicking AP-associated sepsis (Yang et al., 2020). Different from CER-AP, the OA-AP has much more increased indices for multi-organ dysfunction and the most significant pancreatic pathological change is a preferential acinar cell necrosis (Yang et al., 2022).

We found that in our OA-AP model, CQCQD administered at 5.5 g/kg, an equivalent dose to that regularly used in the clinic (Liang et al., 2021), decreased the pancreatic pathology score, local and systemic inflammation, and other organ injuries. Although previous reports have shown that CQCQD was effective in other preclinical models of AP, this study is the first to provide evidence on CQCQD efficacy in obesity-related pancreatic inflammation of alcoholic etiology.

In this study, we have applied transcriptomics and *in silico* analyses to identify DEGs in the pancreatic and adipose tissues from control and OA-AP mice. Modern methods of network pharmacology have been used to characterize active compounds of the traditional Chinese herbal formula. Predicted targets of 22 active compounds from CQCQD were overlapped with target genes differentially expressed in OA-AP and the “compound-target” network has been constructed. As a result, the antioxidant protein response and the PI3K/Akt signaling pathway have been identified as the key players in the CQCQD-mediated improvement of OA-AP outcomes. The same results were returned by the functional enrichment analysis of transcriptomics and network pharmacology both in the pancreas and adipose tissue. This is particularly important, since previous studies have demonstrated that oxidative stress and the PI3K/Akt signaling may underlie the pathogenesis of AP (Leung and Chan, 2009; Sarker and Steiger, 2020) and other acute inflammatory diseases (Manning and Toker, 2017).

Given that oxidative stress is implicated in AP (Tsai et al., 1998; Leung and Chan, 2009; Booth et al., 2011), antioxidant therapy can be a potential direction to explore further in AP treatment (Esrefoglu, 2012; Armstrong et al., 2013; Jiang et al., 2020). Nrf2/HO-1 pathway is the master regulator of cellular antioxidant responses (Kensler et al., 2007; Ma, 2013). Under stress conditions, Nrf2 translocates into the nucleus and activates antioxidant response elements that regulate gene expression of several enzymes including HO-1 (Kensler et al., 2007; Ma, 2013). Recently, natural or synthetic compounds capable of activating the Nrf2/HO-1 pathway in the pancreas have been reported to alleviate the severity of AP (Dong et al., 2016; Du et al., 2018; Liu et al., 2018). Similarly to cerulein-induced AP (Dong et al., 2016; Du et al., 2018; Liu et al., 2018), in our OA-AP model there was an up-regulation of Nrf2/HO-1, likely resulting from increased oxidative stress during the ongoing tissue inflammation. However, transcriptional activation of the Nrf2/HO-1 pathway by CQCQD, both in the pancreatic and adipose tissues, might be important for efficient detoxification of free radicals and thus could alleviate the progression of AP. In order to verify our findings experimentally, we first tested whether CQCQD could protect against oxidative stress in pancreatic acinar cells, in which premature activation of digestive enzymes causes autodigestion of the organ. CQCQD reduced the H_2_O_2_-elicited ROS signals and cell necrosis in acinar cells, thus confirming its protective anti-oxidant capacity in the cellular mediators of the sterile pancreatic inflammation. Although no clear benefit was found in the clinical trials of classical antioxidants in AP (Armstrong et al., 2013), our study provides the possibility of developing natural alternatives from traditional Chinese medicine.

The important role of the PI3K/Akt signaling pathway in the pathogenesis of inflammatory diseases, including AP, is well established (Lupia et al., 2014; Sarker and Steiger, 2020). Several previous studies implicated the PI3K/Akt pathway in trypsinogen activation, calcium overload, the nuclear translocation of NF-κB and cell apoptosis in the early course of AP, and strategies aim at PI3K inactivation to ameliorate the outcome of AP (Singh et al., 2001; Gukovsky et al., 2004; Abliz et al., 2015). On the other hand, Malagola et al. found that pharmacologic, or genetic inhibition of the Akt1 decreased acinar proliferation and exacerbated acinar-to-ductal metaplasia formation in the late course of AP following inflammatory insults (Chen et al., 2020). The PI3K/Akt pathway also plays an important role in insulin signaling cascade of adipose tissue by promoting glucose utilization, protein synthesis, and lipogenesis as well as inhibiting lipolysis (Huang et al., 2018). Furthermore, PI3K/Akt pathway also modulated Nrf2 signaling by regulating Nrf2 phosphorylation, activity, and degradation (Yu and Xiao, 2021). In this study, we show that CQCQD markedly decreased Akt phosphorylation and thus inhibited the PI3K/Akt signaling our OA-AP model. Out of the active compounds of CQCQD, baicalein, baicalin, chrysin, honokiol, magnolol, and salidroside, all demonstrated marked potential for high affinity binding to AKT1, with chrysin being the most potent. While previous studies have reported that some of these compounds can improve AP in the *in vivo* or *in vitro* models (Li et al., 2018; Pu et al., 2019), the evidence that CQCQD components modulate oxidative stress or the PI3K/Akt pathway is marginal. In different diseases, honokiol was used as an inhibitor of Akt activation (Zhai et al., 2005), and chrysin was postulated to modulate the PI3K/Akt pathway (Zhou et al., 2021). In our study, out of a large pool of possible biological targets tested, it was the PI3K/Akt pathway that has emerged as the major mechanism regulated in OA-AP by the CQCQD active compounds.

## Conclusion

This study is the first to explore how CQCQD herbal medicine, used in the pancreas clinics, ameliorates obesity-related and alcohol-induced AP via modulation of the antioxidant protein response and the PI3K/Akt pathway, in both the pancreatic and adipose tissues. Our findings provide a solid foundation for the applications of CQCQD or its modified formulas not only in traditional Chinese medicine but also in general clinical practice.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: 220408 PM: https://www.ncbi.nlm.nih.gov; GSE200061.

# Supplementary material for: Transcriptomics and Network Pharmacology Reveal the Protective Effect of Chaiqin Chengqi Decoction on Obesity-Related Alcohol-Induced Acute Pancreatitis via Oxidative Stress and PI3K/Akt Signaling Pathway
**Source:** Front Pharmacol. 2022 Jun 8;13:896523. doi: 10.3389/fphar.2022.896523

**Figure S1**

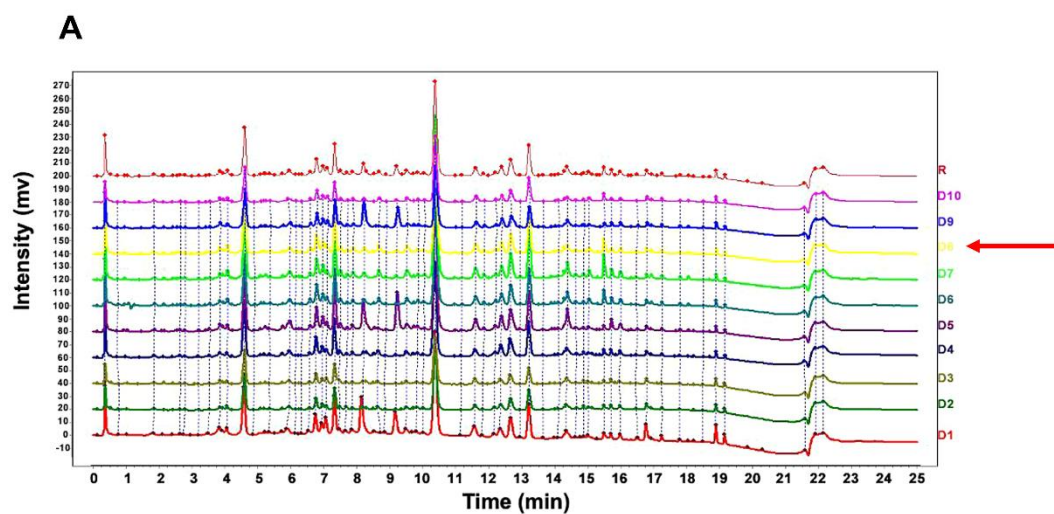

**UHPLC fingerprint of CQCQD (Phytomedicine2021 PMID: 33740732)**

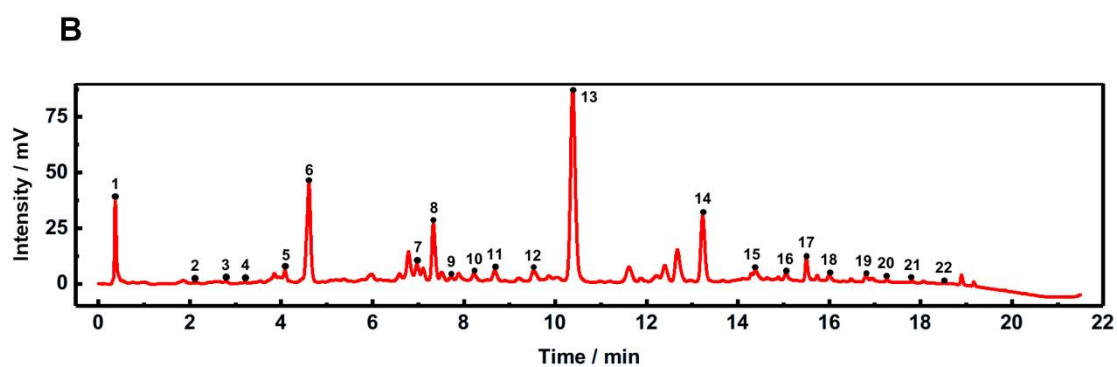

**The representative total ion chromatograms (TIC) of CQCQD(D8)**

**Figure S2**

| Condition                                         | Score | Indication                                           |
|---------------------------------------------------|-------|------------------------------------------------------|
| Edema                                             | 0     | Absent                                               |
|                                                   | 1     | Focally increased between lobules                    |
|                                                   | 2     | Diffusely increased between lobules                  |
|                                                   | 3     | Acini disrupted                                      |
|                                                   | 4     | Acini separated                                      |
| Inflammation<br>(inflammatory cell<br>infiltrate) | 0     | Absent                                               |
|                                                   | 1     | In ducts (around ductal margins)                     |
|                                                   | 2     | In the parenchyma (in <b>&lt;20%</b> of the lobules) |
|                                                   | 3     | In the parenchyma (in <b>20%-50%</b> of the lobules) |
|                                                   | 4     | In the parenchyma (in <b>&gt;50%</b> of the lobules) |
| Necrosis (acinar necrosis)                        | 0     | Absent                                               |
|                                                   | 1     | Periductal necrosis ( <b>&lt;5%</b> )                |
|                                                   | 2     | Focal parenchymal necrosis ( <b>5%-20%</b> )         |
|                                                   | 3     | Diffuse parenchymal necrosis ( <b>20%-50%</b> )      |
|                                                   | 4     | Diffuse parenchymal necrosis ( <b>&gt;50%</b> )      |

Figure S3

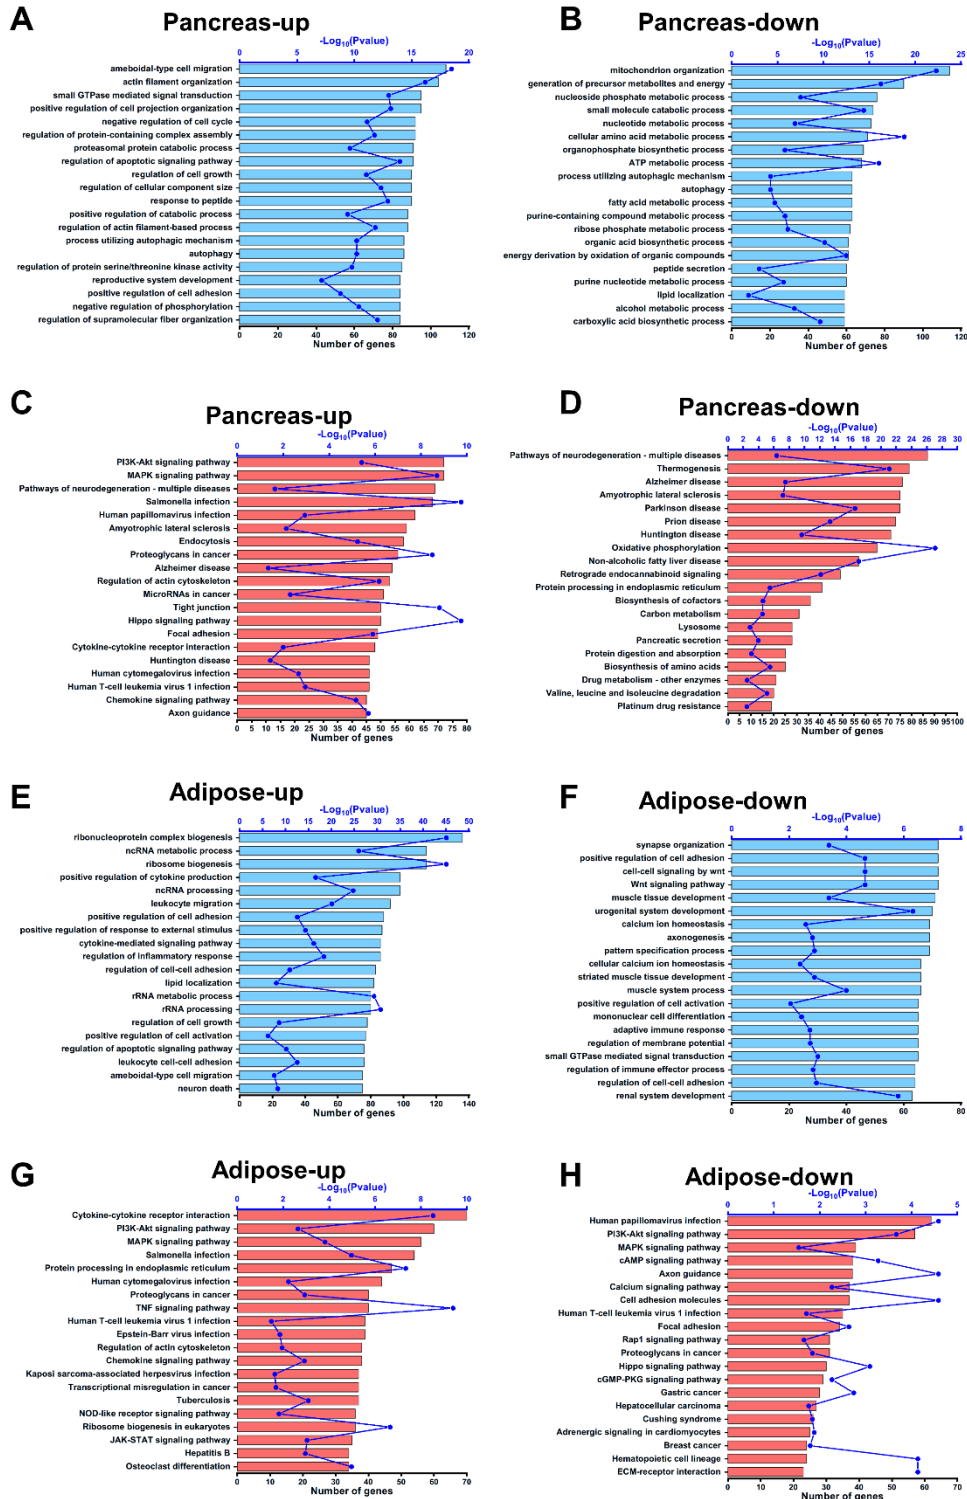

Figure S4

A

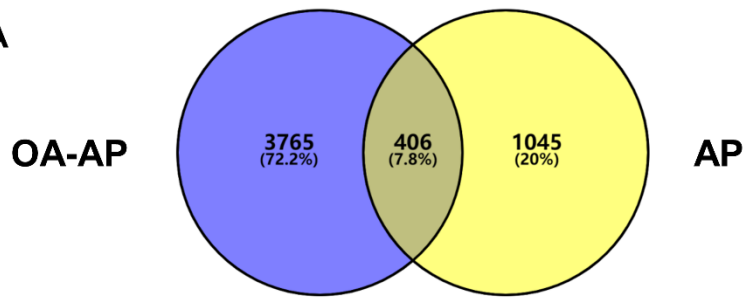

B

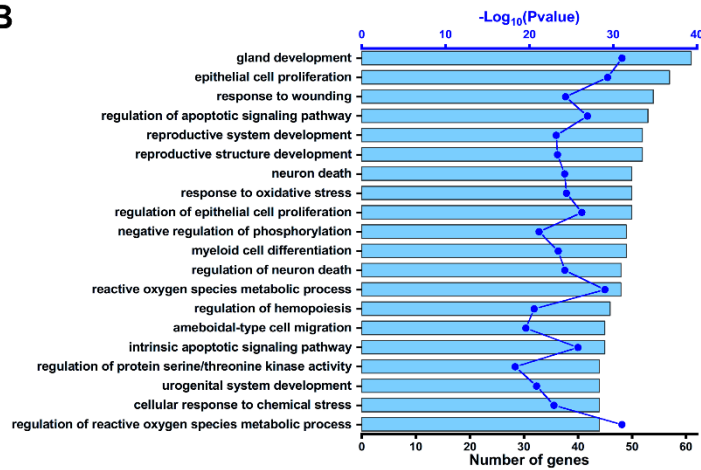

C

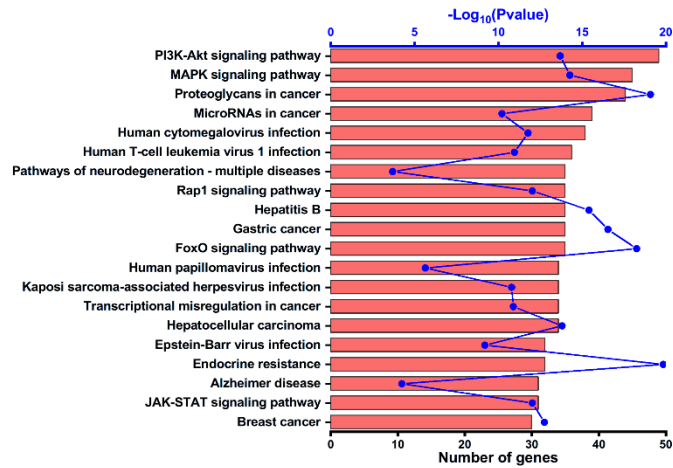

Figure S5

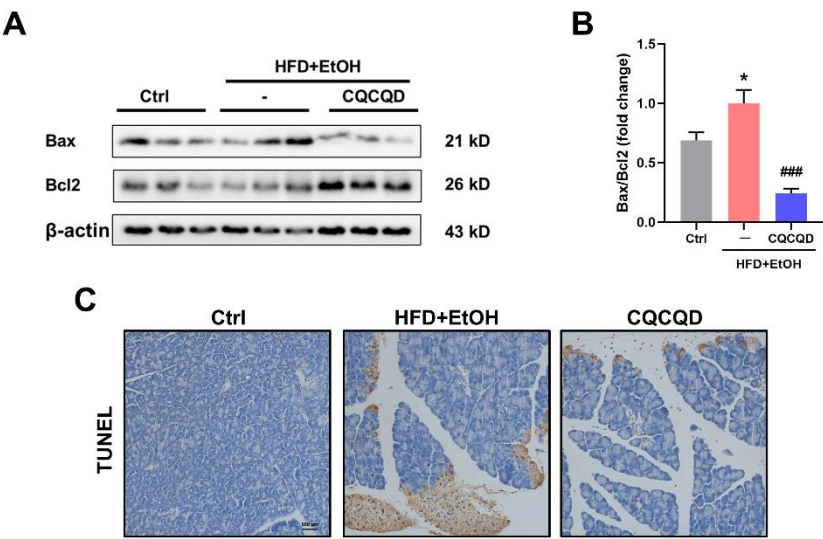

### Figure S6

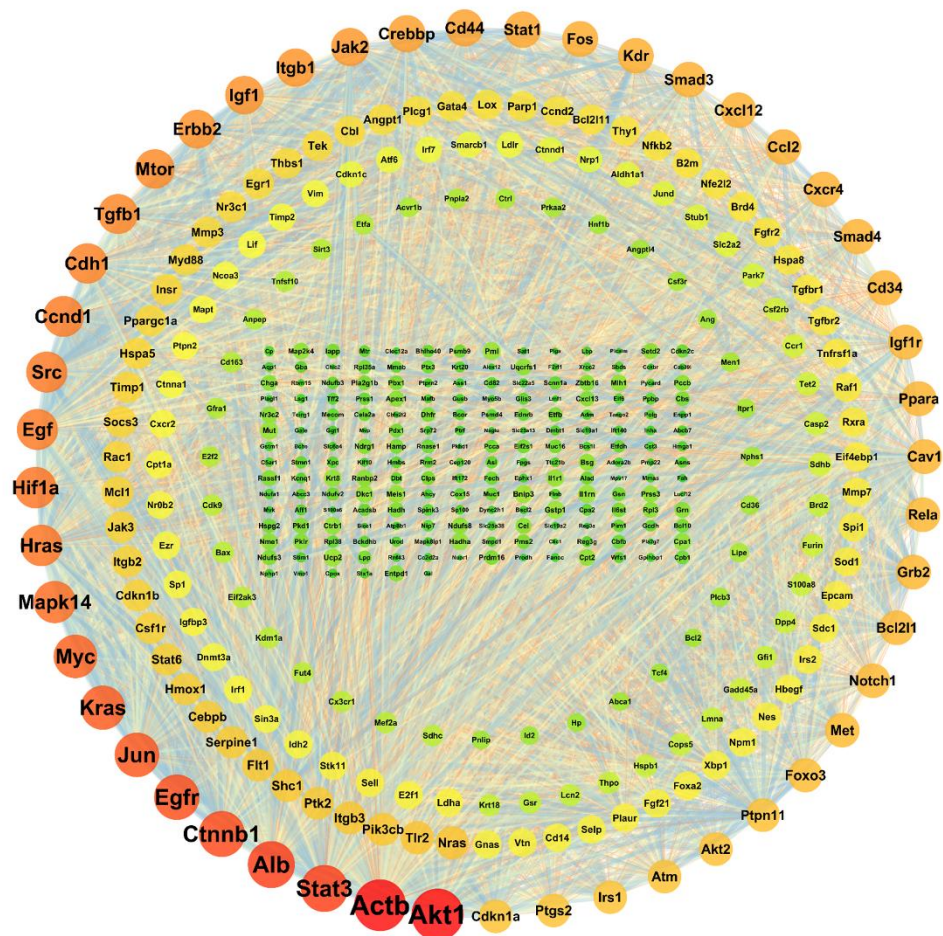

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

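RNA sequencing counts of 11 libraries were analysed, from the pancreas of 2 control and 3 OA-AP mice and the epididymal adipose tissue of 3 control and 3 OA-AP mice. The authors trimmed adapters and filtered the reads with Trim Galore, checked their quality with fastp, mapped them to the GRCm38 mouse genome with STAR and counted them on genes with featureCounts, and they deposited whole-number counts per gene and sample without normalization. The paper's text does not name the annotation release or the strand setting of the counting. The authors' table for the pancreas lists 54532 genes and that for adipose tissue 46078, and 45260 genes are in both. Of the 54532 pancreas genes 54495, and of the 46078 adipose genes 45229, are listed in GENCODE M21. Coordinates on GRCm38 were taken from the authors' pancreas table, and from GENCODE M21 for genes outside it. Of the pancreas genes listed in GENCODE M21, 98.3% had the same start and end there. For the genes that could be read from the paper's supplementary tables, 1985 in the pancreas and 1454 in adipose tissue, the counts were identical to the deposited ones in 5 of 5 pancreas and 6 of 6 adipose libraries. The pancreas table also holds a deposited gene length, which the authors list beside the counts and which entered no test.

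Control mice and OA-AP mice differed in diet and in the injection together, and no sample of the series received CQCQD among those analysed here. Samples were assigned to groups by their labels and the paper's methods. The same replicate numbers recur in the groups through the sample labels. Same-numbered control and OA-AP samples are different animals, so the numbers were not used as a block except as an alternative. The labels do not say whether same-numbered pancreas and adipose samples of a group came from one mouse, so the tissue by condition test was also run with them as a block, an alternative added after the data were seen. Counts differed within groups by more than counting noise, with a lowest chi-square per degree of freedom of 6.91 between replicates. Separate preparations of the same sample could also differ by this much, so the value does not show that the libraries are separate animals. Each library was counted as a separate sample on its label.

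Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled with TMM factors, and each tissue was tested apart with edgeR's quasi-likelihood test (robust). DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the F statistic. Log2 CPM for clustering, correlations and principal components used a prior count of 2. Where every library of a group had 3 counts or fewer, the fold change is given as a lower bound against 3 counts. Reads without molecular identifiers are not independent molecules, so such floors cover counting error only. The same test on the tissue by condition term, with all 11 libraries and the 17046 genes kept in that fit, asked whether the change differed between tissues.

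GO and KEGG annotation was not used here. Gene lists for 15 processes were written by hand from gene symbols, and DEGs in each list were tested against the other tested genes with a two-sided Fisher's exact test, adjusted over the lists. limma's camera test with an inter-gene correlation of 0.01 was an alternative. CQCQD targets were read by eye from the labels of Figures 3D,E. Random gene lists, 10000 in each test, were drawn with fixed seeds.

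The sample groups, tests, gene lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2, its size factors in edgeR, library totals alone, factors computed without acinar genes, no filter or a filter of 10 counts in every sample, a fold change of 2 or none, each sample left out in turn, the replicate block, camera, and up- and downregulated DEGs tested apart. DESeq2 for single genes and lists was added afterwards, as were the other settings named as such among the alternatives. The rule for genes named in the text was also set then. It covered the 5 largest increases and decreases per tissue among DEGs with a mean log2 CPM of at least 3 and no overlap between groups, up to 4 DEGs with the smallest p-value in each list, genes the paper names, and the subunits of PI3K with Akt1 and Akt2. Some further items under this rule are not reported here. From the lists, the paper's genes and the PI3K genes only a part is reported, and this part was picked after its values were seen, as were the clock genes.

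The tests were tested on simulated data with 200 changed genes. All simulated changes were more than 2-fold and every gene had the same spread, so smaller changes and genes with more spread were not covered. In the pancreas edgeR found 166 of the 200 among 12710 genes and DESeq2 152 of the 200 among 12884 genes. In adipose tissue edgeR found 191 among 15596 genes and DESeq2 185 among 15839 genes. Of 200 simulated tissue differences among 16607 genes, the tissue by condition test found 94, and 84 with the block across tissues. Between 14188832 and 17238919 counts per library were analysed in the pancreas and between 20825177 and 27928097 in adipose tissue. The median in adipose tissue was 25840279 in the control group and 20911383 in the OA-AP group. Pathways such as neurodegeneration, Ras, Rap1 and calcium signaling were not analysed here, because no list had been written for them. The software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.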

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

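The tests of the tissue difference with library totals alone and with samples paired across tissues and the test of erythroid markers were chosen after the results they bear on were seen.

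The change from control to OA-AP differed between the tissues for 3636 of 17046 genes (adjusted p under 0.05 from edgeR's tissue by condition term). The adipose minus the pancreas log2 fold change was positive for 1842 and negative for 1794. Of the 3636 genes, 220 were DEGs in both tissues in opposite directions, 1825 were DEGs in the pancreas alone, 683 in adipose tissue alone and 768 in neither. A few abundant genes take a large part of the pancreas counts and move the scaling, which is a candidate explanation. With library totals alone 6662 genes differed, among them 2186 of the 3636. These were all 1794 of the negative and 392 of the positive differences, since this setting shifts the differences of all genes downwards, so it cannot sort the calls by cause and the scaling remains as an explanation. With DESeq2's size factors 3553 of the 3636 were called, and with single samples left out between 2821 and 3325. Same-numbered pancreas and adipose samples of a group may be of one mouse, which the labels do not say, and the test treats them as different animals. Their deviations from the group means had a mean r of −0.00115 in the control group and 0.0428 in the OA-AP group, against 0.000573 and −0.0224 for other pairs. With the replicate number as a block across tissues 2156 genes differed, 2104 of them among the 3636. A change in the share of cell types in either tissue was not tested as a cause. Diet, ethanol and pancreatitis changed together, so no single one of them can be named as a biological explanation.

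Of 50 genes named here, named by the paper or on the list of PI3K subunits that were tested and had more than 3 counts in some library of each tissue and group, the tissue difference was called for 27 and not for 23. Hmox1 was among the 23, with a difference of −0.48 (adjusted p = 0.736 from edgeR). The values of the 27 are adipose minus pancreas log2 fold changes, with adjusted p-values from edgeR between 2.16e-05 for Mknk2 and 0.0308 for Egfr. The 2 tissues changed in opposite directions, by the sign of the log2 fold change, for Akt1 (1.17), Akt2 (−1.62), Atp5g1 (2.13), Bcl2 (2.08), Ccnd1 (2.19), Cxcr4 (−3.15), Erbb3 (−4.09), Mknk2 (−4.60), Myc (2.48), Perp (−2.84), Pik3cb (−2.58), Pik3cg (−2.05) and Src (−1.75). The signs were the same but the amounts differed for Actb (−1.59), Arntl (−2.76), Bcl2l1 (−3.32), Cdkn1a (−4.27), Dbp (3.14), Egfr (−0.83) and Erbb2 (−2.06). This also held for Il1r1 (2.55), Mapk14 (−1.03), Ndufa13 (1.55), Nfe2l2 (−1.22), Per3 (2.21), Vegfb (1.78) and Vmp1 (−2.75). A shared sign does not show a change in both tissues. In adipose tissue the log2 fold changes of Erbb2 and Ndufa13 were 0.11 and −0.17, and Arntl was not called. The difference for Akt1 was 0.31 and no longer called with library totals alone. Ccnd1 was lost with library totals alone and without pancreas OA-AP replicate 3, and Egfr without pancreas OA-AP replicate 1 or adipose OA-AP replicate 3. With the block across tissues Arntl, Bcl2l1, Ccnd1, Dbp and Pik3cg were not called.

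Neutrophil markers, a cell type the paper's transcriptome analysis does not report on, rose in adipose tissue. All 7 tested markers of the list of 8 were upregulated DEGs, with a median log2 fold change of 4.65. The sample medians of log2 CPM were −0.10, 0.39 and −0.38 in the control group and 4.91, 5.05 and 4.67 in the OA-AP group. The median log2 fold change was 4.50 with library totals alone, and with single samples left out it lay between 4.41 and 5.26. Blood left in the tissue might carry neutrophil RNA, and with blood of the same composition erythroid markers would rise by as much. Their median log2 fold change was 0.6874, with 2 of 5 upregulated DEGs and 4 of 5 higher at an unadjusted p under 0.05. This test assumes blood of unchanged composition, and blood with more neutrophils in OA-AP mice would raise neutrophil RNA by more, so the rise cannot be told apart from residual blood. Neutrophils in the OA-AP adipose tissue remain as a hypothesis, and the same markers in other myeloid cells were not tested.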

How the results depend on the processing

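Among the comparisons, 245 values under an alternative kept their direction and their side of the threshold or stayed within the set limits, 25 moved, 11 reversed, 13 became and 16 ceased to be significant. For single genes and further lists, 1092 stayed, 25 moved, 11 reversed, 13 became and 29 ceased to be significant. No DEG turned to the opposite call under any setting run. Where a value changed, the cause was not tested unless a value is named that shows it. The alternatives chosen after seeing the data were DESeq2 for single genes and lists, all settings of the shared DEGs except DESeq2 and the same direction, all settings of the tissue difference except DESeq2's size factors, and the leave-outs of principal components and clustering.

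With library totals alone the pancreas had 6349 DEGs, 5843 up and 506 down, since this setting raises 81.2% of the tested genes above 0 against 51.9% with TMM. In adipose tissue 37.98% were above 0, against 48.8%, and 4250 DEGs were called. Shared DEGs were then 1352, with an odds ratio of 0.844 that was reversed from 1.41 (the cause was not tested), and tissue differences 6662. The odds ratios of the pancreas lists became 0.188 for oxidative phosphorylation, 0.445 for mitochondrial organization, 3.40 for autophagy, 2.69 for negative regulation of phosphorylation, 1.31 for focal adhesion, 0.928 for the antioxidant list, 0.984 for endoplasmic reticulum processing and 0.831 for acinar genes. In adipose tissue they became 1.16 for focal adhesion and 0.661 for endoplasmic reticulum processing. The calls of Gm10334, Prss1, Chchd10, Akt1, Bcl2 and Myc in the pancreas and of Bcl2 in adipose tissue were lost.

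With a fold change of at least 2 there were 2464 DEGs in the pancreas, 1291 of them up, and 2228 in adipose tissue, 1001 up and 1227 down. Shared DEGs were 401, the adipose focal adhesion odds ratio was 1.50 and that of endoplasmic reticulum processing 0.775. With no fold change threshold 3065 adipose DEGs were up and 1666 were shared. Without a filter on low counts 14 pancreas lists passed, among them autophagy with an odds ratio of 3.07 and negative regulation of phosphorylation with 2.61, while mitochondrial organization had 1.44 and did not pass. With DESeq2 the odds ratio was 1.73 for autophagy and 1.60 for negative regulation of phosphorylation. Apoptosis in the pancreas had 1.64 with DESeq2's size factors and 1.65 with factors computed without acinar genes, and neither passed the threshold.

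With upregulated DEGs alone, the pancreas odds ratios were 0 for oxidative phosphorylation, 0.216 for mitochondrial organization, 2.50 for autophagy, 2.38 for negative regulation of phosphorylation, 0.968 for endoplasmic reticulum processing and 0.755 for acinar genes, and the adipose one for focal adhesion was 1.42. With downregulated DEGs alone, the pancreas ones were 1.84 for mitochondrial organization, 0.442 for autophagy, 0.797 for apoptosis, 0.349 for negative regulation of phosphorylation, 0.849 for PI3K/Akt, 0.849 for MAPK and 0.958 for focal adhesion. In adipose tissue they were 1.15 for MAPK, 1.41 for focal adhesion, 1.28 for cytokines, 0 for ribosome biogenesis, 0.101 for endoplasmic reticulum processing, 0.613 for the antioxidant list and 0.658 for TNF signaling, and 7 lists passed. These reversals follow from the up and down counts of each list.

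The camera test was run once per tissue. Ranges in brackets are over all alternatives, most of them Fisher's exact tests, so they show no spread of camera. In the pancreas the camera test gave adjusted p-values of 0.0062 for mitochondrial organization (0.000404 to 0.751) and 0.00199 for autophagy (3.71e-06 to 0.751). It gave 0.00192 for negative regulation of phosphorylation (3.70e-07 to 0.476) and 0.117 for focal adhesion (2.92e-09 to 1). In adipose tissue it gave 0.488 for PI3K/Akt (1.91e-15 to 0.488) and 0.408 for MAPK (1.50e-09 to 0.464), focal adhesion (3.16e-07 to 0.456) and cell adhesion (2.03e-10 to 0.408), and 5 lists passed.

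Same-numbered samples deviated together with a mean r of −0.0197 in the pancreas and −0.0374 in adipose tissue, so the pairing by replicate number was not borne out. With the replicate number as a block 4099 pancreas and 3477 adipose DEGs were called, 992 of them shared, and the pancreas odds ratios were 1.26 for PI3K/Akt and 1.42 for focal adhesion, neither past the threshold. Il6 in the pancreas was called with the block (log2 fold change 3.24), and the antioxidant lists passed with it in the pancreas (odds ratio 1.75) and in adipose tissue (1.82). The block within each tissue called 3109 tissue differences, of which 2771 were among the 3636 without it, and those of Ccnd1, Egfr and Pik3cg were not called. With the block across tissues 2156 were called.

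With single samples left out, 2703 to 4265 DEGs were called in the pancreas and 2865 to 4476 in adipose tissue, where the downregulated ones ranged from 1308 to 2335. In the pancreas this leaves out OA-AP samples only, since 1 control sample allows no call. The first principal component held 74.5% to 82.6% of the pancreas variance and 68.5% to 77.2% of the adipose variance across the leave-outs, 87.99% and 81.8% with the 500 most variable genes, and 58.2% and 53.7% with unit variance. All libraries clustered with their own group in every setting run, and leaving out a pancreas control was not run. Gm10334 and Prss1 lost the call without OA-AP replicate 2, adipose Akt2 without control replicate 3, and adipose Bcl2 without control replicate 1 or OA-AP replicate 2. In the pancreas 166 of 200 simulated changes were found against 191 in adipose tissue, so more simulated changes were missed in the pancreas. The pancreas had 2 control libraries and fewer counts. Neither was varied alone, so the lower number is not assigned to either of them. The simulation gave every gene of both tissues the same spread. The larger common biological coefficient of variation of the real pancreas data (0.214 against 0.190) thus did not enter it.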

Differences from the paper's values

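The paper shows a first principal component of about 45% in Fig. 2A and about 43% in Fig. 2F, both read by eye. Here it held 75.4% of the variance in the pancreas and 69.5% in adipose tissue. Of the alternatives set before the data were examined, scaling each gene to unit variance gave 58.2% and 53.7%, which are within 1.5 times the paper's shares, and the 500 most variable genes gave 87.99% and 81.8%, which are not.

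The paper names mitochondrial organization, autophagy and the negative regulation of phosphorylation among the enriched processes of the pancreas. The hand-written lists for these 3 processes did not pass an adjusted p of 0.05 by Fisher's exact test here, with odds ratios of 0.840, 1.51 and 1.36. Mitochondrial organization passed with more DEGs than the background among downregulated DEGs alone (odds ratio 1.84) and passed as lower in limma's camera test. It passed with fewer DEGs than the background with library totals alone (0.445) and among upregulated DEGs alone (0.216). Autophagy and the negative regulation of phosphorylation passed with library totals alone (3.40 and 2.69), with upregulated DEGs alone (2.50 and 2.38) and in the camera test. They also passed without a filter on low counts (3.07 and 2.61), where 14 of the 15 pancreas lists passed. With DESeq2, which was chosen after seeing the values for these lists, they passed as well (1.73 and 1.60).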

Other observations

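The tests of the Reg genes, of the condition of the source pancreas, of adipose DEGs made by pancreas RNA, and of length, GC content and expression for oxidative phosphorylation were written before their results were seen, and all other tests here were chosen afterwards.

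The 6 adipose libraries can be split in 10 ways into 3 against 3, of which 4 part all 3 same-numbered pairs as the real split does and 6 part 1 pair. Of the 4, only 1 split, the real one, gave as many DEGs (3981), and 1 of the 4 gave as many lists past the threshold (12). The other 9 splits gave 0 DEGs each, with 68 to 583 genes at an unadjusted p under 0.05 against 7515 in the real split. With 0 DEGs no list can pass, and 4 splits cannot give a share under 0.05, so neither count settles the matter.

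Acinar genes made up 1.16% of the counts of adipose control replicate 2. Ctrb1 had 34530 counts there and between 1 and 24 in the other 5 libraries. Pancreas RNA in that library is a candidate explanation. Across genes that are predominant in the pancreas but outside the acinar list, 23 of 24 were higher in this library than in each of the other 5. The choice of genes required a ratio of at least 100 to the other adipose libraries, so being low there favours this count. The excess of these genes followed their level in control pancreas (Spearman's rho of 0.7635 across genes, which are not independent replicates). Pancreas RNA of control composition would make up 1.41% of the library. The Reg genes took 5.593% of the acinar counts in this library, against 1.27% in control and 7.02% in OA-AP pancreas. This share is nearer the OA-AP pancreas and may point to carry-over from an OA-AP pancreas library. If an OA-AP-like pancreas were the source, genes raised in OA-AP would be in excess, and the rho of excess and OA-AP log2 fold change was 0.2909, which is positive but short of the limit set beforehand and leaves the source open. Of 64 pancreas-predominant genes 11 passed the filter on low counts in adipose tissue, and 2 of these were DEGs. Genes raised in a single library are mostly removed by that filter, and genes expressed in both tissues were not examined. This count thus does not show how many adipose calls pancreas RNA made. Without control replicate 2, 3265 of the 3981 adipose DEGs were still called, against 2965 without control replicate 1 and 2744 without control replicate 3. Those 3265 calls did not need this library, while no cause can be given for the calls lost. No biological explanation was tested.

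Transcripts of oxidative phosphorylation were lower in the pancreas, with a median log2 fold change of −0.8846 (−0.17 with library totals alone). Transcript length, GC content and expression level were weighed with 10000 random lists matched on each. The lowest median of these lists was −0.5564 for length, −0.4681 for GC content and −0.1724 for expression. In each case 0 of 10000 were as low (p of 1e-04 from the random gene lists, the smallest they can give). This p-value treats genes as independent, which they are not, and does not measure the spread between mice. The 83 genes of ribosomal proteins, whose longest transcripts have a median of 1049 bases against 1129 for oxidative phosphorylation and 3313 for all tested genes, had a median of −0.3153, so short transcripts in general fell less. A smaller share of acinar cells is another candidate explanation. Acinar markers fell more, with a median of −1.253 (−0.54 with library totals alone), and the pattern cannot be told apart from this.

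Genes of the circadian clock differed in both tissues, which the paper does not report. These genes were picked and grouped after their values were seen, so the differences between the groups show no stability and no p-value is given. The groups were Arntl, Clock, Npas2, Cry1 and Nfil3 on one side, which mixes activators with repressors, and 10 genes such as Dbp, Per3 and Tef on the other. The median log2 fold change of the first minus that of the second was 5.181 in the pancreas and 2.228 in adipose tissue. In the pancreas the medians were 3.44 and −1.74, or 4.14 and −1.01 with library totals alone. In adipose tissue they were 0.68 and −1.55, or 0.54 and −1.70. In adipose tissue Cry1 and Nfil3 were DEGs, while Arntl, Clock and Npas2 were not called with all libraries, and Npas2 was lower. Genes of the second group were lower for 10 of 10 in the pancreas, where Per1 changes sign with library totals alone, and for 9 of 10 in adipose tissue, where Per2 does. Another time of day at collection, or a clock shifted by diet or ethanol, might give this, and the 2 cannot be told apart because collection times were not analysed here.

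The normalized mean per gene in the paper's supplementary tables was compared with weighted sums of the deposited counts. The best weighted sum left a median residual of 5.975% in the pancreas and 6.547% in adipose tissue, where DESeq2's own mean computed from the deposited counts left almost none. The paper's log2 fold changes differed from DESeq2's here by a median of 0.00102 and 0.00979, and the paper's standard errors were 0.84 and 0.925 times those here. Further samples in the authors' fit could give such residuals, and gene-specific normalization factors were not excluded.

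Some genes of proteins that the paper measured as proteins had mRNA changes from control to OA-AP without CQCQD. Bax rose by 1.27 on the log2 scale in the pancreas (adjusted p = 0.00251) and by 0.86 in adipose tissue (adjusted p = 0.00112, both from edgeR). Actb, whose protein served as the loading control, rose by 2.60 in the pancreas and by 1.02 in adipose tissue (adjusted p = 0.000225 and 0.00321 from edgeR). Il6 in the pancreas was at least 16.3-fold higher against 3 counts, a floor for counting error only. It was not called (adjusted p = 0.188 from edgeR, and 0.0205 to 0.194 over the alternatives). With the replicate number as a block its fold change was below this floor and was called. Akt1 rose by 0.29 in adipose tissue, under the fold change threshold. Mpo, Tac1 and Tacr1 had too few counts to be tested in either tissue.

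Of 11977 genes tested in both tissues, 974 were DEGs in both, 465 up, 289 down and 220 opposite (odds ratio 1.41, p = 1.97e-13 by Fisher's exact test across genes). The direction of this overlap changed with library totals alone (odds ratio 0.844), which raise the pancreas changes and lower the adipose ones. In the other settings run the odds ratio stayed above 1. It lay between 1.27 with no fold change threshold and 2.4 with a fold change of at least 2. In adipose tissue 97 of 148 genes of ribosome biogenesis were DEGs, all upregulated (odds ratio 5.78, adjusted p = 4.42e-24 by Fisher's exact test), with 125 up and 1 down at an unadjusted p under 0.05 and a median of 0.75, or 0.60 with library totals alone. B-cell markers fell in adipose tissue, with 6 of 8 called, 8 at an unadjusted p under 0.05 and a median of −2.86. Their sample medians of log2 CPM were 0.56, 3.13 and 1.44 in the control group and −1.16, −1.22 and −0.59 in the OA-AP group. Control replicate 2, the library with acinar transcripts, was the highest, so the size of the fall may lean on it. Of 6 fibroblast markers 5 fell in adipose tissue. In the pancreas 0 of 6 neutrophil markers were called, with 1 at an unadjusted p under 0.05, and their median of 5.36 was 2.93 without OA-AP replicate 3.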
